# Dissecting Tissue-Specific Transcriptomic Responses from Leaf and Roots under Salt Stress in *Petunia hybrida* Mitchell

**DOI:** 10.3390/genes8080195

**Published:** 2017-08-03

**Authors:** Gonzalo H. Villarino, Qiwen Hu, Michael J. Scanlon, Lukas Mueller, Aureliano Bombarely, Neil S. Mattson

**Keywords:** salinity, salt stress, petunia, RNA-seq transcriptomic, trehalose, yeast complementation

## Abstract

One of the primary objectives of plant biotechnology is to increase resistance to abiotic stresses, such as salinity. Salinity is a major abiotic stress and increasing crop resistant to salt continues to the present day as a major challenge. Salt stress disturbs cellular environment leading to protein misfolding, affecting normal plant growth and causing agricultural losses worldwide. The advent of state-of-the-art technologies such as high throughput mRNA sequencing (RNA-seq) has revolutionized whole-transcriptome analysis by allowing, with high precision, to measure changes in gene expression. In this work, we used tissue-specific RNA-seq to gain insight into the *Petunia hybrida* transcriptional responses under NaCl stress using a controlled hydroponic system. Roots and leaves samples were taken from a continuum of 48 h of acute 150 mM NaCl. This analysis revealed a set of tissue and time point specific differentially expressed genes, such as genes related to transport, signal transduction, ion homeostasis as well as novel and undescribed genes, such as Peaxi162Scf00003g04130 and Peaxi162Scf00589g00323 expressed only in roots under salt stress. In this work, we identified early and late expressed genes in response to salt stress while providing a core of differentially express genes across all time points and tissues, including the trehalose-6-phosphate synthase 1 (*TPS1*), a glycosyltransferase reported in salt tolerance in other species. To test the function of the novel petunia *TPS1* allele, we cloned and showed that *TPS1* is a functional plant gene capable of complementing the trehalose biosynthesis pathway in a yeast *tps1* mutant. The list of candidate genes to enhance salt tolerance provided in this work constitutes a major effort to better understand the detrimental effects of salinity in petunia with direct implications for other economically important Solanaceous species.

## 1. Introduction

Salinity rapidly reduces plant growth inducing a suite of metabolic changes in plant physiology [1]. Initially upon sudden increases in sodium chloride, hormonal signals generated by the roots can lead to rapid reductions in growth and ultimately loss of yield in agriculture crops [2]. Salt-affected soils have become a major concern worldwide due to its detrimental impact in agricultural crop productivity. High rhizosphere NaCl levels can cause plant osmotic stress, protein misfolding, ion toxicity, nutritional deficiencies and oxidative stress among others [2]. The widespread effect of salinity accounts for 6% of the world’s total land area (over 800 million ha) [3]. Therefore, there is a necessity to improve the abiotic stress tolerance of agronomic and ornamental crops [4]. 

Studies of plant molecular responses to NaCl stress have focused mostly on model species such as *Arabidopsis thaliana*, providing valuable insights regarding mechanism for salt tolerance, such as salt exclusion by minimizing salt entry into the roots of plant, increased tolerance by the expression of antioxidant enzymes, heat shock proteins and compartmentalization of Na^+^ ions in the vacuole of cells [5]. However, *A. thaliana*, a glycophyte species, is sensitive to moderate levels of NaCl and therefore it is difficult to explore novel processes or mechanisms naturally occurring in stress-tolerant plants [2,6].

*Petunia hybrida* belongs to the Solanaceae family, a highly diversified group with more than 3000 species including major crops such as *Solanum lycopersicum* (tomato), *Solanum tuberosum* (potato), *Capsicum annuum* (pepper) and *Nicotiana benthamiana* (tobacco), representing a diverse and economically important group of agriculture crops worldwide [7]. In the U.S. alone annual wholesale value of tomato, potato, pepper, tobacco, and petunia is 2.3, 4.0, 0.8, 1.3 and 0.13 billion respectively [8,9]. Solanaceous plants provide important model systems for both genetic and biochemical studies such as tomato and pepper (fruit development), potato (tuber development), tomato and tobacco (plant defense against herbivores) and petunia (flower development and senescence) [10].

Petunia is an emerging new model for salt stress as it is a species that can withstand short-term high-level salt stress (80 mM NaCl) without lethal consequences, exhibiting only smaller plant size and some chlorosis in leaf edges, but maintaining growth and development [11]. 

Salt tolerance is the result of complex genetic interactions controlled by quantitative trait loci [12] where the plant response to salt will usually involve changes in the expression of hundreds, if not thousands, of genes [13,14]. Despite the importance of Solanaceae as crops and model plants, there have not been many comprehensive and/or integrated studies with these species under salt stress. 

Efforts to study the broad effects of NaCl in plants have been carried out in different species using transcriptomic [15,16] and genomic approaches by next generation sequencing (NGS) techniques, RNA sequencing (RNA-seq) in particular [17]. 

Different NGS platforms (i.e., Illumina and 454 sequencing) have been used to study salt stress due to the improved sensitivity, wider dynamic range and better accuracy for quantifying expression levels with RNA-seq versus previous methodology for RNA profiling such as microarray, Northern blots, expressed sequence tags (ESTs) and serial analysis of gene expression (SAGE) [18]. Vinocur et al., reported a range of metabolites, including amino acids (e.g., proline) and sugars and sugar alcohols (e.g., trehalose), that can prevent these detrimental consequences of NaCl [19].

To complement previous research carried out with *P. hybrida* under salt stress [15], paired-end RNA sequencing libraries spanning 24 h of acute salt stress from leaves and 48 h of acute salt stress from roots were sequenced and analyzed. Over a thousand genes were differentially expressed through the course of 24 h and 48 h in both leaves and roots tissues. Some of the most differentially expressed genes were phosphatases, expansin-like proteins, non-specific lipid transfer proteins, MYB transcription factors and synthesis of sugars such as *galactinol synthase 1* and *glycerol-3-*phosphate acyltransferase and the trehalose-6-phosphate synthase (*TPS1*). Of particular interest is the *TPS1* gene, which was up-regulated in all time points and all tissues and has involved in coping with salt stress in Arabidopsis [20,21], as well as the phosphatidylinositol-4-phosphate 5-kinase (*PIP5K*) gene, required in signal transduction pathways, induced over 60-fold under 24 h of NaCl stress. 

In this study, a suite of candidate genes is provided aiming to potentially enhance salt tolerance by genetic engineering approaches. To the best of our knowledge, this work provides the most comprehensive transcriptomic analysis of any Solanaceous species to salt stress.

## 2. Materials and Methods

### 2.1. Plant Material and Treatments

Sixty seedlings of *P. hybrida* cv. ‘Mitchell Diploid’ (a doubled haploid derived from *Petunia axillaris* and *P. hybrida* cv. ‘Rose of Heaven’) [22] were germinated for 3 weeks in a soilless substrate. Of those, 20 seedlings were selected for uniformity, i.e., similar size (ca. 8 cm height), number of branches, absence of biotic or abiotic disorders and same development stage—first flower initiation) and transferred to 4 L containers in solution culture and placed in a growth chamber at 22 °C and 200 µmol m^−2^ s^−1^ Photosynthetically active radiation (PAR) for 12 h daily. Containers were randomly distributed. In each container, a modified Hoagland’s nutrient solution (4 mM KNO_3_, 1 mM MgSO_4_, 1 mM NH_4_H_2_PO_4_, 4 mM Ca(NO_3_)_2_∙4H_2_O, 18 µM Fe-EDDHA, 2 µM CuSO_4_·5H_2_O, 4 µM ZnSO_4_·7H_2_O, 0.2 µM H_2_MoO_4_·H_2_O, 28 µM MnCl_2_·4H_2_O, 4 µM H_3_BO_3_) prepared in reverse osmosis filtered water was kept aerated using an aquarium pump. After acclimation to the growth chamber (7 days) the most representative 18 plants were divided into two treatment groups with nine containers each and again randomly distributed throughout the growth chamber. The control (referred to as “CTR”) group received the Hoagland’s solution with no added NaCl and the salt treatment (referred to as “STR”) group received Hoagland’s solution amended with 150 mM NaCl. 

### 2.2. Tissue Sample and RNA Isolation

From within the nine plants per treatment, three biological replicates were established by randomly grouping three sets of plants within each treatment condition. At each time point (as described below) samples from three plants per group were pooled together to create one biological replicate. Leaves were sampled at 0, 6, and 24 h and roots were sampled at 0, 6, 12, 24 and 48 h after treatment was applied (NaCl vs. Hoagland’s solution with no added NaCl), yielding 48 samples total (8 time points and organs × 2 treatments × 3 biological replicates). At each time point roots were carefully dissected longitudinally (i.e., strands of full length roots from the base of the plant to the root tip). The most recently expanded leaf (fourth or fifth leaf from the lateral meristem) from a lateral branch was selected. It is important to note that plants did not have enough of the targeted mature leaves to take from more than three time points (while they had plenty of root samples to take more time points), which left us with more roots than leaves time points, in addition this is why plants were grouped into three sets within each treatment, with one plant within each set sampled at each time point. The 48 samples were frozen immediately in liquid nitrogen and stored at −80 °C before RNA isolation. Total RNA was isolated using Trizol Reagent (Invitrogen, Carlsbad, CA, USA) and purified through a Qiagen RNeasy Column (Qiagen, Hilden, Germany) according to the manufacturer’s instructions. A 1% agarose gel was run to indicate the integrity of the RNA and ribosomal bands were used for total RNA quality control. Four root and leaf samples were further quantified in an Agilent 2100 Bioanalyzer (Agilent, Santa Clara, CA, USA) at the Cornell University Biotechnology Resource Center) to verify total RNA quality. RNA integrity number (RIN) for these samples analyzed were 8.5, 9.1, 8.9, 8.5 (roots), 8.7, 8.5, 8.7 and 6.7 (leaves).

### 2.3. Library Preparation and Deep Sequencing

Multiplexed libraries for the 48 samples were constructed using a High-Throughput Illumina Strand-Specific RNA Sequencing Library protocol [23]. The forty-eight double stranded complementary DNA (cDNA) libraries were pooled together (20 ng/library) and sent for sequencing to the Cornell University Biotechnology Resource Center (http://www.biotech.cornell.edu/biotechnology-resource-center-brc).

Paired-end sequencing was performed including 2 × 100 cycles + 7 cycle index-read in in 3 lanes of the HiSeq 2500 Illumina platform with ‘TruSeq PE Cluster Kit v3’ for the flow-cell and ‘TruSeq SBS kit v3’ for the sequencing reagents. 

### 2.4. Processing of Illumina RNA-Seq Reads

Quality control and preprocessing of metagenomic data were performed using FastQC software [24]. Adapters and low-quality sequences were filtered out with Ea-Utils software [25]. Reads with phred-like quality score greater than 30 and read length greater than 50 bp were kept and aligned against the *P. axillaris* reference genome [26]. The *P. axillaris* genome was used as a reference as *P. hybrida* is more closely related to *P. axillaris* than its other parental species *Petunia inflata*. 

### 2.5. Sequence Alignment to the Petunia Genome

The splice junction mapper TopHat2 [27] was used to align filtered RNA-seq reads to the *Petunia axillaris* genome. Default parameters for TopHat2 were used except for strand specificity (–library-type = fr-firststrand) to match to the first strand of cDNA synthesized (antisense to the mRNA). Uniquely mapped reads were extracted from the TopHat2 output binary (BAM) file using samtools [28] and selected for the “NH:i:1” two-character string tag. Only uniquely mapped reads were used for downstream analysis.

### 2.6. Table Counts

The HTSeq: Analyzing High-Throughput Sequencing Data with Pythons software [29] was used with default parameters except for the stranded = reverse and “-i ID” mode to generate tables-counts for downstream differential expression analysis for the R packages edgeR [30]. 

### 2.7. Gene Expression and Differential Gene Expression

We performed gene expression and differential gene expression analyses with the R packages edgeR [30] and the Linux-based Cufflinks program [31] (version 2.2.1) “-G” option. With edgeR, we discarded genes whose cpm (counts per million) was lower than a threshold of two reads per gene in at least three biological replicates, as suggested in the edgeR vignette [32]. To identify expressed gene with Cufflinks, we chose those genes that had a lower confidence interval bigger than 0 (conf_lo > 0) and whose status was “ok” (quant_status = “OK”).

### 2.8. Bar Plots, Venn Diagrams and Heat Maps

Graphs were built using the R packages “bear” (https://cran.r-project.org/src/contrib/Archive/bear/) and “plyr” (https://cran.r-project.org/web/packages/plyr/index.html) to calculate means, SE, and confidence intervals and ggplot2 (https://cran.r-project.org/web/packages/ggplot2/index.html) to generate the plots. Venn diagrams were constructed using the R package “VennDiagram” [33]. Heat maps were produced using the R package “pheatmap” (https://cran.r-project.org/web/packages/pheatmap/index.html) FPKM normalization by gene length and library size (Cufflinks) was used. Samples were clustered (default clustering) with parameters provided in the software. The R package colorRamp (https://cran.r-project.org/web/packages/colorRamps/index.html) was used to produce a gradient of color values corresponding to gene fold change values.

### 2.9. Sequencing Data

Illumina sequencing raw data (fastq) and table counts have been submitted to the Gene Expression Omnibus (GEO) database (accession no. GSE97428).

### 2.10. Phylogenetic Analysis

Alignments of amino acid sequences *Nicotiana tabacum*, *S. lycopersicum*, *Vitis vinifera*, *Populus trichocarpa*, *A. thaliana*, *Ricinus communis*, *Sorghum bicolor*, *Zea mays*, *Oryza sativa*, *Triticum aestivum*, *Selaginella lepidophylla*, *Candida albicans*, *Saccharomyces cerevisiae*, *Clavispora lusitaniae*, *Apis mellifera*, *Drosophila melanogaster*, *Escherichia coli* and *Ginkgo biloba* was performed via pairwise and multiple sequence alignment algorithms (MUSCLE) using DNASTAR’s Lasergene Molecular Biology Suite software. 

### 2.11. Truncating the Petunia Trehalose 6 Phosphate Synthase PhTPS1 (*⊗*PhTPS1)

One of the highly differentially expressed genes in our dataset was the *TPS1*, which has also been implicated in salt stress tolerance in other species [20,21]. To verify function of the *TPS1* we cloned and tested its function in a yeast system. Analysis of the *TPS1* N-terminus from *A. thaliana* and *S. lepidophylla* led to the identification of two conserved residues which decrease enzyme activity when present [20]. Therefore, we truncated the first ~80 amino acids (aa) towards the 5′-end to increase the *PhTPS1* catalytic activity. Two different primers were designed to truncate the 3 kb *PhTPS1* while at the same time introducing sequence homologous to the promoter of the pDB20 vector, used in later cloning steps. A 56 bp forward primer (5′-*GCTATACCAAGCATACAATCAAC*TTAAAGCGGCCGC**ATG**CAACGACTCTTAGTTGT-3’) was designed. The 5’-end of this primer has 23 bp of the promoter sequence of pDB20 vector (*italics*) followed by five bases of filler sequence (TTAAA), a NotI restriction site (underlined), an in-framed ATG start codon (bold case) and 17 bases complementary to the *PhTPS1* sequence. A reverse primer (5′- *TGGCGAAGAAGTCCAAAGCTT*ATTTGCGGCCGC*TTA*AGAAGAGGCTTCAGCTAGT-3’) including a stop codon was used. This trimmed petunia *TPS1* gene (⊗*PhTPS1*), which now included a yeast promoter sequence, was cloned into the pDB20 yeast vector and sequenced. 

### 2.12. The pDB20 Yeast Vector

The backbone of the pDB20 yeast expression vector comes from the pUC18 vector. pDB20 carries the ADCI (ADHJ) promoter which drives high levels of gene expression. In the polylinker region this vector has six cloning sites; HindIII/NotI/BstXI/BstXI/NotI/HindIII. The vector has URA3 as a yeast selectable marker and amp^R^ as an *E. coli* selectable marker. The vector also has HpaI restriction site outside the polylinker region.

### 2.13. Cloning *⊗*PhTPS1 into the pDB20 Yeast Expression Vector

0.25 µg of pDB20 digested with NotI (Invitrogen was treated with phosphatase following the protocol provided by the New England BioLabs kit (Antarctic Phosphatase, New England BioLabs, Ipswich, MA, USA). The trimmed ⊗*PhTPS1* (0.23 µg), was digested with the same NotI enzyme. Ligation was carried out with T4 DNA ligase enzyme (Lucigen, Middleton, WI, USA) and the ligation mix was used to transform competent *E. coli* cells (Lucigen, *E. cloni* 10G CLASSIC electrocompetent cells). Plasmid was fully sequenced to check for correct open reading frame (ORF) and rule out PCR artifacts. 

### 2.14. Yeast Strains and Functional *TPS1* Gene Analysis

Four *S. cerevisiae* strains were used for the yeast complementation assay. They were received from the ‘VIB laboratory of Molecular Cell Biology (K.U. Leuven)’ Flanders, Belgium. Yeast genotypes are as follow: wild type ‘W303-1A’ (Mat a leu2-3, 112ura3-1, trp1-1, his3-11, 15 ade2-1, can1-100, GAL, SUC2), *tps1*⊗ ‘YSH290’ (W303-1A, ggs1/*tps1*⊗), *tps2*⊗ ‘YSH450’ (W303-1A, *tps2*⊗:LEU2,RP1) and a double knockout *tps1*⊗*tps2*⊗ ‘YSH652’ (W303-1A, ggs1/*tps1*⊗:TRP1, *tps2*⊗:LEU2). 

Yeast strains were grown in complete liquid medium containing glucose (YPD: 10 g peptone, 20 g yeast extract, 20 g dextrose and 1L dH_2_O). Cells were transformed **(**Frozen-EZ Yeast Transformation II Kit, Zymo research, Irvine, CA, USA) with 0.25 µg of the NotI-digested pDB20 vector plus 0.23 µg of ⊗*PhTPS1* DNA. Another aliquot of the competent cells was transformed separately with NotI-digested pDB20 vector. The transformed yeast was plated on complete supplement mixture–Ura (CSM–Ura; Yeast nitrogen base without amino acids, glucose, agar and Complete Supplement Mixture minus uracil; Sunrise Science Products, San Diego, CA, USA) media to select for Ura^+^ cells. Cells from W303-1A (WT), YSH290 (*tps1*⊗), YSH450 (*tps2*⊗) and YSH652 (*tps1*⊗*tps2*⊗) with pDB20^+^⊗*PhTPS1* and empty pDB20 vector alone were streaked onto Min + Leu + His + Ade-Ura + Galactose and onto Min + Leu + His + Ade-Ura + Glucose to assess if the ⊗*PhTPS1* would restore the function of mutant yeast while growing on glucose. 

## 3. Results and Discussion

To investigate the transcriptomic profile of petunia under salt stress, we performed high-throughput RNA-seq from leaves and roots across 150 mM NaCl. 

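The plants were Petunia hybrida cv. 'Mitchell Diploid', a laboratory line of garden petunia, grown in Hoagland's solution, a standard hydroponic nutrient medium, and given 150 mM NaCl (STR) or the same solution without added NaCl (CTR). Leaves were collected at 0, 6 and 24 h and roots at 0, 6, 12, 24 and 48 h, which made 16 conditions with 3 biological replicates each, or 18 leaf and 30 root samples. The authors aligned strand-specific paired-end reads to the P. axillaris genome with TopHat2, kept uniquely mapped reads and counted them per gene with HTSeq, and deposited these counts for each gene without normalization. The total count on genes per sample lay between 11310458 and 14939580 in control leaves (median 13405971) and between 6433485 and 16228323 in salt-stressed leaves (median 12063122). In roots it was lower, between 1773169 and 6193517 in control samples (median 3467992) and between 2749056 and 7429636 under salt stress (median 4234394). The 10 genes with the most counts took between 7.47% and 25.74% of a sample's total. Counts of replicates of one condition differed by more than sampling noise in all 48 pairs of replicates, with a chi-square per degree of freedom between 4.00 and 48.59, so no library was counted as a repeat of another. Genes were kept where at least 3 samples had more than 2 CPM, the count scaled to the library's total, which left 20712 of the 27212 genes with any count, and library sizes were scaled by edgeR's TMM method. A negative binomial model with one mean for each of the 16 conditions was fitted to all 48 samples with edgeR, and its quasi-likelihood test compared STR with CTR in the same tissue at the same time point. The p-values were adjusted by the Benjamini-Hochberg method, and a gene with a false discovery rate (FDR) under 0.05 was taken as a DEG. The common biological coefficient of variation across genes was 0.27. Replicate numbers in the labels were also used as a block in a second fit, with the pairing taken from the labels. Deviations of control and salt samples with the same number, tissue and time point had a mean correlation of 0.03, against -0.02 for samples with different numbers, and the block fit gave 4508 DEGs in place of 4401 in LF_06h. Within a treatment these means were 0.07 against -0.03 between time points of a tissue, and 0.08 against -0.04 between leaf and root. The block joined control and salt samples of one number in each tissue, so plant sets within a treatment were not modelled. Cufflinks estimates were not analysed here, and all DEGs were called from the gene counts alone.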

We expected that the identification of differentially expressed genes (DEGs) between the tissues and time points will provide insight into the set of transcripts expressed at early and late stages of salt stress, as well as those DEGs expressed in all samples.

Three lanes of the HiSeq2500 Illumina sequencing platform yielded ~700 million paired-end raw reads, with an average of ~14 million reads per library. Nearly 20 million reads were filtered out after removing barcode adapters and low-quality sequences. The remaining 672 million reads were aligned against the newly sequenced *P. axillaris* reference genome [26] with more than 75% of them successfully mapping to the genome sequence. 

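Summed over the 48 samples, the deposited count tables hold 525040836 uniquely mapped read pairs. Of these, 342266267 (65.19%) were counted on genes, 129144602 (24.60%) were left unassigned as ambiguous between genes and 53629967 (10.21%) overlapped no annotated gene. The share counted on genes was nearly equal in leaves (65.45%) and roots (64.72%). The share overlapping no gene was 8.74% in leaves and 12.79% in roots. Only the reads counted on genes entered the comparisons between treatments.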

Among the ~600 million reads mapped to the genome, 532 million were mapped uniquely to only one location and used for subsequent downstream analyses. A detailed breakdown is shown in Table S1.

We used two independent and open-source programs for RNA-seq analysis to determine expressed and DEGs in our data set: Cufflinks [31] and edgeR [30]. Our choice of these tools reflects significant differences in the underlying algorithms; while Cufflinks uses isoform expression estimates, edgeR compute gene level-based expression estimates. Furthermore, as they use different normalization approaches and dispersion estimates, we expected each program to return a somewhat different set of DEGs. Indeed, edgeR was generally more conservative in identifying DEGs at the same cutoff than Cufflinks (Figure S1).

### 3.1. Transcriptomic Relationship between the Samples

To assess the transcriptomic relationship between the samples, we used hierarchy clustering with gene-expression values. 

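The correlation of samples was computed on log2(CPM + 1) over the 20712 genes kept by the filter. Replicates of one condition had a mean Pearson's r of 0.966, with a range of 0.912 to 0.990 over 48 pairs. Leaf and root samples had a mean r of 0.485, with a highest value of 0.571, so every pair of replicates was closer than any leaf was to any root. The first branch of the clustering tree parted the 18 leaf samples from the 30 root samples. From 6 h on, leaf samples of the same treatment at different time points had a mean r of 0.946, against 0.920 for leaf samples of different treatments at the same time point. In roots these means were 0.903 and 0.871. For each of the 36 samples from 6 h on, the most correlated sample of the same tissue outside its own condition was taken, and in 36 of 36 it had received the same treatment at another time point. On CPM without the log scale this number fell to 30 of 36. With one replicate left out in turn, it was between 28 and 30 of the 30 samples that remained.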

Hierarchical clustering by Pearson correlation distance method shows that samples cluster, first, by tissue (leaf vs. roots) and then based on responses to salt stress rather than time point (Figure S2A). We also employed a Spearman rank correlation (as it is less sensitive than the Pearson correlation to strong outliers) and does not inflate type I error rates [34,35]. This approach is in accordance with Pearson; samples cluster based on tissue and responses to salt stress (Figure S2B). 

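With Spearman's rank correlation on the same values, replicates had a mean rho of 0.961 and leaf and root samples a mean rho of 0.503. The first branch of the tree again parted the 18 leaf samples from the 30 root samples. From 6 h on, the mean rho between samples of the same treatment at different time points was 0.941 in leaves and 0.895 in roots. Between samples of different treatments at the same time point it was 0.916 in leaves and 0.864 in roots. The most correlated sample outside the own condition had received the same treatment in 36 of 36 samples. From the Pearson and Spearman clustering, the paper states that samples group by tissue and by response to salt stress.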

To facilitate future use of these datasets, all the expressed genes identified by both program in all time points and tissue samples are included (Tables S2–S9).

### 3.2. Differentially Expressed Genes across Time Point and Tissues

For a gene to be selected as DEGs, we required the transcript to be identified by both edgeR and Cufflinks at a false discovery rate (FDR) < 0.05. The number of DEGs is shown in the overlap sections in the Venn diagram, Figure S1. Note that hereafter we focused on those eight comparisons where genes from a given tissue at a specific time point in the control treatment (CTR) is compared with the same tissue at the same time point under salt stress (STR). Thus, differential gene expression is based on treatment (control vs. salt) and not other variables (see Materials and Methods section). Throughout the manuscript we refer to these comparisons as: LF_00h, LF_06h, LF_24h, RT_00h, RT_06h, RT_12h, RT_24h and RT_48h. The number of up- and downregulated genes in each comparison is shown in Figure 1 and all DEGs can be found in Tables S10–S17. 

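With edgeR's quasi-likelihood test, 1330 of the 20712 genes were DEGs in LF_00h, with 632 up- and 698 downregulated. The number rose to 4401 in LF_06h (2455 up and 1946 down) and 6281 in LF_24h (3032 up and 3249 down). In roots only 4 genes were DEGs in RT_00h (3 up and 1 down), although 3229 had an unadjusted p under 0.05. There were 3053 DEGs in RT_06h (1614 up and 1439 down) and 6120 in RT_12h (2926 up and 3194 down). The highest number was 9666 in RT_24h (4244 up and 5422 down), and RT_48h had 4698 (2320 up and 2378 down). The median absolute log2 fold change of the DEGs lay between 1.39 and 1.66 in the 6 comparisons after 0 h and was 1.07 in LF_00h. RT_00h was the count that changed most with the processing, from 4 to 264 with edgeR's likelihood ratio test, 274 with DESeq2 and 364 without salt replicate 3. With the replicate number as a block, the counts were 1346, 4508 and 6347 in leaves and 13, 3201, 6204, 9708 and 4789 in roots, in order of time. With each replicate left out in turn, RT_24h kept the most DEGs of the root comparisons, with 8145 to 9529.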

### 3.3. Expanding from Previous Transcriptomic Studies

We previously performed a similar experiment where petunia plants were exposed to NaCl stress and leaf samples were sequenced [15]. Although an RNA-seq de novo assembly approach was used to map reads instead of the petunia reference genome, some of the DEGs reported here were also identified in our previous study. In both approaches, genes involved in sugar synthesis were highly expressed in leaves. 

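The bidirectional sugar transporter Peaxi162Scf01337g00018 had 184 ± 108 CPM (SD, n = 3) in salt-stressed leaves at 24 h and 34.2 ± 7.98 CPM (SD, n = 3) in control leaves. Its log2 fold change was 2.43 (standard error 0.38), a 5.38-fold induction with an FDR of 2.8e-06 from edgeR's quasi-likelihood test, and it stayed between 1.93 and 2.80 with each replicate left out in turn. The 3 salt replicates had 290, 186 and 74.4 CPM, each above the highest control replicate at 43.0 CPM. At 6 h this gene had 124 ± 21.1 CPM (SD, n = 3) under salt stress and 15.1 ± 1.41 CPM (SD, n = 3) in control leaves, a log2 fold change of 3.03 (FDR 8.7e-08 from edgeR). Peaxi162Scf00192g00217 had 153 ± 19.9 CPM (SD, n = 3) under salt stress at 6 h and 94.9 ± 12.2 CPM (SD, n = 3) in control leaves. This was a log2 fold change of 0.69 (standard error 0.22), or 1.62-fold, with an FDR of 0.016 from the same test. The call was lost with counts thinned to the smallest library total, where the log2 fold change was 0.60, and in fits that left out control replicate 2, control replicate 3 or salt replicate 1. The supplementary tables annotate this gene as glucan synthase-like 12 and give α-glucan water dikinase as the annotation of Peaxi162Scf00515g00133. That gene had 338 ± 9.88 CPM (SD, n = 3) in LF_STR_06h and 12.0 ± 2.73 CPM (SD, n = 3) in LF_CTR_06h, a log2 fold change of 4.81 (standard error 0.30, FDR 4.2e-16 from edgeR).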

For example, the bidirectional sugar transporter (*Peaxi162Scf01337g00018*), and α-glucan water dikinase (*Peaxi162Scf00192g00217*) were identified in leaves with a fold induction of >4 (24 h) and 8-fold induction in leaf at 6 h of salt stress. Moreover, sugar synthesis-related genes were identified, such as galactinol synthase (*Peaxi162Scf00366g00813*) as well as chaperone genes from the 60 and 70 kDa family were differentially expressed in leaf tissue and detected with both approaches. 

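Galactinol synthase (Peaxi162Scf00366g00813) was a DEG in both leaf comparisons and was lower under salt stress. At 6 h it had 2.74 ± 2.24 CPM (SD, n = 3) in salt-stressed leaves and 31.3 ± 5.52 CPM (SD, n = 3) in control leaves, a log2 fold change of -3.47 (standard error 0.46, FDR 2.0e-07 from edgeR's quasi-likelihood test). At 0 h the salt-group leaves had 0.355 ± 0.349 CPM and the control leaves 1.09 ± 0.867 CPM (SD, n = 3 each). Both means were thus higher at 6 h, more so in control leaves, a change with time that was not tested. At 24 h the values were 0.248 ± 0.340 and 2.99 ± 1.42 CPM (SD, n = 3 each), and the log2 fold change was -3.23 (standard error 0.74, FDR 7.7e-04 from edgeR). With the difference at 0 h subtracted, the log2 fold changes were -1.82 and -1.58 and the gene was no longer a DEG, and with thinned counts it was not a DEG in LF_24h (-1.84). At 0 h the control leaves had 7, 3 and 21 counts of this gene and the salt-group leaves 0, 3 and 2. The subtracted difference thus rests on few counts, and that fit alone cannot judge the calls. Of 6 genes annotated as 60 kDa chaperonins, 2 were up- and 3 downregulated in LF_06h and 6 were upregulated in LF_24h. Their largest changes at 6 h went in opposite directions, with a log2 fold change of 4.26 (FDR 2.3e-09) for Peaxi162Scf00188g00627 and -2.72 (FDR 4.6e-06) for Peaxi162Scf00047g01633. At 24 h Peaxi162Scf00038g01627 had a log2 fold change of 3.38 (FDR 5.0e-05). With thinned counts, 1 of these 6 genes was up- and 1 downregulated in LF_06h, and 3 were upregulated in LF_24h. Of 8 genes annotated as heat shock protein 70, 4 were DEGs in LF_06h and were downregulated, among them Peaxi162Scf00406g00057 (log2 fold change -2.85, FDR 1.4e-08) and Peaxi162Scf00760g00015 (-7.36, FDR 1.7e-08). In LF_24h 2 were up- and 3 downregulated, with the smallest FDR (2.1e-08) in Peaxi162Scf00618g00333, at a log2 fold change of 3.28.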

To gain insight into salt stress in a tissue specific manner, in addition to leaves, we added root samples and used the petunia genome to map reads. Interestingly, a highly expressed root specific gene was identified in this work. 

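In leaves, PIP5K (Peaxi162Scf00258g00045) had low counts in both treatments. Control leaves had 2.06 ± 0.472 CPM (SD, n = 3) at 6 h and 2.52 ± 1.68 CPM at 24 h, and salt-stressed leaves had 2.57 ± 1.34 and 3.72 ± 0.836 CPM (SD, n = 3 each). The log2 fold changes of 0.30 in LF_06h and 0.51 in LF_24h were within the spread of the replicates (standard error 0.49 in both, FDR 0.75 and 0.47 from edgeR's quasi-likelihood test), and that of LF_06h ran from -0.19 to 0.64 with each replicate left out in turn. Control roots had between 3.51 and 11.9 CPM as means of 3 replicates, so the gene was also low in roots without NaCl. The difference between the root and the leaf response was tested as an interaction. It was 3.93 on the log2 scale at 6 h (standard error 0.64, FDR 1.0e-05 from edgeR) and 5.88 at 24 h (standard error 0.68, FDR 4.9e-09 from edgeR).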

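PIP5K (Peaxi162Scf00258g00045) had 134 ± 10.7 CPM (SD, n = 3) in salt-stressed roots at 6 h and 7.07 ± 0.623 CPM in control roots, an 18.8-fold induction. Its log2 fold change was 4.24 (standard error 0.44, FDR 1.4e-09 from edgeR's quasi-likelihood test). At 12 h the values were 200 ± 70.8 and 3.73 ± 1.82 CPM (SD, n = 3), a 50.2-fold induction with a log2 fold change of 5.65 (standard error 0.47, FDR 7.6e-12 from edgeR). The induction was largest at 24 h, with 298 ± 7.96 CPM under salt stress and 3.51 ± 1.61 CPM in the control (SD, n = 3), which was 84.2-fold or 6.40 on the log2 scale (standard error 0.48, FDR 1.9e-13 from edgeR). At 48 h there were 237 ± 40.9 and 11.9 ± 2.86 CPM (SD, n = 3), a 20.3-fold induction and a log2 fold change of 4.34 (standard error 0.44, FDR 6.8e-10 from edgeR). With the replicate number as a block, the log2 fold changes were 4.24, 5.65, 6.40 and 4.35. The effect at 24 h exceeded that at 6 h by 2.16 on the log2 scale (standard error 0.60, FDR 0.0079 from edgeR) and that at 48 h by 2.05 (FDR 0.015 from edgeR), while the difference from 12 h was 0.75 (FDR 0.45 from edgeR). In RT_00h the log2 fold change was -0.95 (FDR 0.31 from edgeR).

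**Figure D1:**
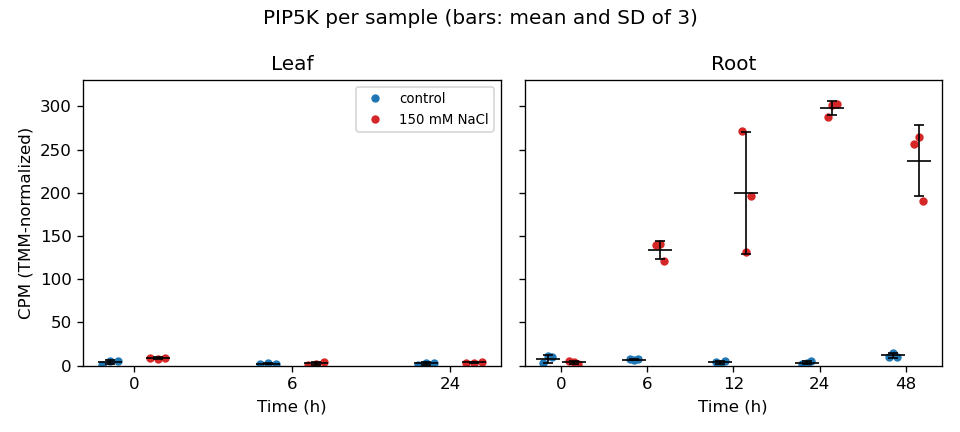
CPM of PIP5K, normalized by TMM (vertical axis), in each sample at each time point in hours (horizontal axis, evenly spaced categories) for leaves on the left and roots on the right, with control samples in blue and 150 mM NaCl in red. Each point is 1 of 3 replicates and the bars give their mean and SD; salt-stressed roots from 6 h on lie between 121 and 303 CPM, control roots reach at most 15.2 CPM and leaves at most 9.33 CPM.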

The phosphatidylinositol-4-phosphate 5-kinase (PIP5K) (*Peaxi162Scf00258g00045*) was significantly induced in all root time points; 12-fold at 6 and 12 h, 60-fold at 24 h, and 18-fold at 48 h. 

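The inositol polyphosphate 5-phosphatase I gene (Peaxi162Scf00422g00510) had low counts, at most 53 in any sample, and was a DEG in all 4 root comparisons after 0 h. It had 2.44 ± 1.07 CPM (SD, n = 3) in salt-stressed roots at 6 h, against 0.355 ± 0.614 in control roots, a log2 fold change of 2.98 (standard error 0.91, FDR 0.025 from edgeR's quasi-likelihood test). At 12 h it had 4.06 ± 1.19 against 0.300 ± 0.194 CPM (SD, n = 3), or 14.7-fold, with an FDR of 0.0015 from edgeR. At 24 h there were 7.06 ± 2.08 CPM (SD, n = 3) under salt stress and no counts in the 3 control replicates. The fitted log2 fold change there was 8.50 (standard error 1.27, FDR 3.1e-06 from edgeR), and it rests on zero counts in the control. At 48 h the values were 5.90 ± 2.46 against 0.416 ± 0.721 CPM (SD, n = 3), a 12.3-fold induction with a log2 fold change of 3.62 (standard error 0.90, FDR 0.0036 from edgeR). The call in RT_06h was lost with counts thinned to the smallest total and in 4 of the 6 fits that left out one replicate. With the difference at 0 h subtracted, the calls in RT_06h (log2 fold change 3.52), RT_12h (4.41) and RT_48h (4.15) were lost. Root samples had at most 1 count of this gene at 0 h, so that fit cannot judge these calls. In leaves there were no counts of this gene from 6 h on in either treatment, at the depth of 6433485 to 16228323 counts per sample. From the induction of PIP5K and of this gene, the paper proposes that phosphatidylinositols have roles in early and late salt stress.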

Notably, chemically related to *PIP5K*, the inositol polyphosphate 5-phosphatase I (*Peaxi162Scf00422g00510*) was highly expressed (>10-fold, FDR > 0.01) only in roots at 48 h, suggesting that the phosphatidylinositols family of lipids are an essential class of lipids with important roles in early and late salt stress [36]. Although not well characterized in plant cells, phosphoinositide signaling pathways have been linked to abiotic stress such as salinity and drought [37].

PIP5K phosphorylate phosphatidyl inositols (PtdIns) into phosphatidyl inositol bisphosphates PtdIns(4,5)P2, an important substrate for hydrolysis generating 1,2-diacyglycerol (DAG) and inositol 1,4,5-trisphosphate (IP3) [38]. IP3 acts as a secondary messenger in the transduction of stress signals opening calcium channels on the smooth endoplasmic reticulum (SER), allowing calcium ion mobilization through specific Ca^2+^ channels into the cytosol [39]. Rapid increase in cytosolic calcium under salt stress has been reported in several studies [40,41]. 

These results for *PIPK5* are in accordance with those of DeWald et al. [36], who demonstrated that plants respond to salt and osmotic stress by synthesizing phosphoinositides. In their work, 2-week-old *A. thaliana* plants were treated (immersed) in osmotic-adjusting solutions with 250 mM NaCl for 1 h. High performance liquid chromatography (HPLC) analysis revealed that glycerophosphoinositol phosphate compounds increased by approximately 20-fold in immersed plants vs. non-stressed plants. 

Apse et al. showed that overexpressing a vacuolar antiport in *Arabidopsis* increased the ability to withstand high levels of salt (up to 200 mM NaCl) [42]. In our dataset, the cation/H^+^antiporter 15 (*Peaxi162Scf00284g00220*), was highly induced in roots at 24 h (>12-fold) and at RT_48h (>7-fold). 

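The cation/H+ antiporter 15 gene (Peaxi162Scf00284g00220) had 4.26 ± 2.96 CPM (SD, n = 3) in salt-stressed roots at 24 h and 0.349 ± 0.470 CPM (SD, n = 3) in control roots. This was a 12.1-fold induction, with a log2 fold change of 3.59 (standard error 0.92, FDR 0.0014 from edgeR's quasi-likelihood test). The salt replicates had 35, 7 and 14 counts and the control replicates 0, 5 and 1. At 48 h there were 4.56 ± 3.06 CPM (SD, n = 3) against 0.659 ± 0.370, a 7.39-fold induction and a log2 fold change of 2.89 (standard error 0.95, FDR 0.024 from edgeR). The call at 48 h was lost in 4 of the 6 fits that left out one replicate, with log2 fold changes of 2.41 to 2.90 in those fits.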

We also identified the *Peaxi162Scf00192g00922* (K^+^ efflux antiporter 5) that significantly increased its expression in RT_48h (>3-fold). 

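The K+ efflux antiporter 5 gene (Peaxi162Scf00192g00922) had 2.46 ± 1.63 CPM (SD, n = 3) in RT_STR_48h and 0.688 ± 0.783 CPM (SD, n = 3) in RT_CTR_48h. The log2 fold change was 1.79 (standard error 0.62), or 3.46-fold, with an FDR of 0.031 from edgeR's quasi-likelihood test. The gene was no longer a DEG when the model was fitted to root samples alone (log2 fold change 1.79) or to the samples of RT_48h alone (1.77), with thinned counts (1.83), or in 3 of the 6 fits that left out one replicate, where the log2 fold change was between 1.14 and 1.68.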

Master regulators such as MYB transcription factors also play a key role in salinity tolerance, as suggested in this work. *Peaxi162Scf00147g00136* (myb domain protein 12) was significantly induced (FDR < 0.01) (Tables S2–S17). 

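The log2 fold change of the myb domain protein 12 gene (Peaxi162Scf00147g00136) was 0.52 in LF_06h (standard error 0.57, FDR 0.6 from edgeR's quasi-likelihood test), within the spread of the replicates. In LF_24h it was 5.68 (standard error 0.93, FDR 1.1e-05 from edgeR). In roots it was 5.55 at 6 h (FDR 5.8e-05), 6.74 at 12 h (FDR 6.9e-07), 8.58 at 24 h (FDR 9.6e-08) and 7.15 at 48 h (FDR 5.2e-04). Control roots had 1 count in total over the 3 replicates at 6 h and at 12 h and none at 24 and 48 h. Control leaves at 24 h had 1 count in total. The sizes of the root changes and of that in LF_24h thus rest on counts near zero. The induction passed an FDR of 0.01 in these 5 comparisons and not in LF_06h or at 0 h. With the difference at 0 h subtracted, RT_06h (7.37) and RT_48h (8.97) no longer passed an FDR of 0.05. Root samples had at most 1 count of this gene at 0 h, so that fit cannot judge these calls. The response in roots exceeded that in leaves by 5.03 on the log2 scale at 6 h (FDR 0.0018 from edgeR), and at 24 h the difference of 2.90 was not larger than the spread between replicates (FDR 0.31 from edgeR).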

Different MYB members mediate signal transduction and regulate some stress-responsive genes involved in NaCl stress coping mechanism [43,44].

As some of these DEGs are exclusively expressed at early (i.e., 6 h) and late (i.e., 48 h) time points in the 48 h continuum of NaCl stress in roots, we sought to classify which DEGs were up- and downregulated as early/late response. Thus, we identified 597 DEGs solely expressed at 6 h and 788 DEGs as late (48 h) response (Figure 2A). 

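Among the 4 root comparisons after 0 h, 535 genes were DEGs only in RT_06h, of which 280 were up- and 255 downregulated. Another 919 genes were DEGs only in RT_48h, 477 up- and 442 downregulated. In all, 13219 genes were DEGs in at least one of the 4 comparisons. The numbers changed most when the model was fitted to the samples of each comparison alone, to 804 for RT_06h and 545 for RT_48h. With the replicate number as a block they were 566 and 917. With each replicate left out in turn they ran from 377 to 531 and from 624 to 1079. A gene counted here as DEG at a single time point had not passed the threshold at the others, and the difference between time points was not itself tested.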

We provide the top 10 most highly up-/downregulated DEGs from roots at 6 h and 48 h in Table 1. 

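The 10 genes listed as upregulated at 6 h in Table 1 were DEGs in RT_06h, with log2 fold changes from 2.70 to 6.43 and a median of 3.58. The first of them was a late embryogenesis abundant protein gene (Peaxi162Scf00500g00067). Its log2 fold change was 6.43 (standard error 0.77, FDR 3.9e-07 from edgeR's quasi-likelihood test), an 86.5-fold induction. The call was lost with the difference at 0 h subtracted, where the value was again 6.43. No root sample had counts of this gene at 0 h, so that fit cannot judge the call. The 10 genes listed as downregulated at 6 h were also DEGs, with log2 fold changes from -3.87 to -1.34 and a median of -2.77. The first, Peaxi162Scf00332g10028, a DUF247 protein, had a log2 fold change of -3.87 (standard error 0.73, FDR 4.0e-04 from edgeR). All 20 genes listed at 6 h were also DEGs in RT_12h. At 48 h, 9 of the 10 upregulated genes were DEGs in RT_48h, and 10 with the likelihood ratio test, with log2 fold changes from 2.55 to 6.82 and a median of 4.16. The first of these, a GDSL esterase/lipase (Peaxi162Scf00672g00810), rose by 4.34 on the log2 scale (standard error 0.54, FDR 5.3e-08 from edgeR). The 10 downregulated genes were DEGs, with log2 fold changes from -7.89 to -4.12 and a median of -5.46. The FASCICLIN-like arabinogalactan 2 gene (Peaxi162Scf00047g02040) had -7.36 (standard error 0.77, FDR 1.2e-08 from edgeR). Of the genes listed at 48 h, 6 of the upregulated and 7 of the downregulated were also DEGs at another root time point after 0 h.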

All these DEGs can be found in Tables S18–S19.

### 3.4. Candidate Genes to Enhance Salt Stress

To this end, we sought to identify specific candidate genes that can potentially increase salt stress tolerance in plants. We reasoned that good candidate genes were those whose steady-state transcript levels are significant at the early onset of salt stress (i.e., 6 h) and whose expression remained active through days of exposure to NaCl stress (i.e., 48 h) in both leaves and roots. 

Thus, a stringent criterion was used to select a subset of leaf and roots DEGs for downstream analysis; we required the transcript to be identified as differentially expressed in all six comparisons (LF_06h, LF_24h, RT_06h, RT_12h, RT_24h, RT_48h) by both edgeR and Cufflinks. Using this approach, as suggested by others [45], led to the identification of 828 root DEGs and 2170 leaf DEGs (Figure 2). 

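With edgeR's quasi-likelihood test alone, 1024 genes were DEGs in all 4 root comparisons after 0 h. Of these, 591 were upregulated in all 4, 415 downregulated in all 4, and 18 changed direction between time points. In leaves 2269 genes were DEGs in both LF_06h and LF_24h, with 1006 upregulated in both, 998 downregulated in both and 265 in opposite directions. Another 2132 genes were DEGs only in LF_06h and 4012 only in LF_24h. At an FDR under 0.01 the sets fell to 603 root and 1401 leaf genes. Thinned counts gave 831 and 1353, and the fit with the replicate number as a block gave 1092 and 2338. With each replicate left out in turn, the root set held 646 to 914 genes and the leaf set 1678 to 2096.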

We then overlapped the 828 and 2170 DEGs to generate a final common list of 178 genes differentially expressed in both roots and leaves over a 48 h period (Figure S3B).

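The overlap of the 1024 root genes and the 2269 leaf genes was 210 genes that were DEGs in all 6 comparisons. The number fell to 95 at an FDR under 0.01 and rose to 282 with the likelihood ratio test. It was 232 with the replicate number as a block, and 113 to 187 with each replicate left out in turn. In LF_24h and RT_24h, 48 of the 210 genes changed in the same direction and the other 77.14% in opposite directions.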

As no salt stress is induced at 0 h, we sought to confirm that this common list of 178 genes were not differentially expressed as a result of stresses other than NaCl, such as mechanical damage and/or changes in growing conditions (adapting to hydroponic system). As a conservative estimate of the control gene set, we identified transcripts in the union of all the DEGs at 0 h in both roots and leaves. Thus, we would consider a “control” gene even if it was differentially expressed in only one tissue (Figure 4a). This lead to 1291 “control” DEGs expressed at 0 h (Table S20).

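At 0 h, 1333 genes were DEGs in leaves or roots, 1330 of them in LF_00h and 4 in RT_00h, with 1 gene in both. The likelihood ratio test gave 2231 genes and DESeq2 2125, and at an FDR under 0.01 there were 509. The fit with the replicate number as a block gave 1358. Salt-group leaves at 0 h had between 6761978 and 7800776 counts on genes per sample and control leaves between 11310458 and 14939580, so the groups differed in depth without overlap. With all leaf samples thinned to the smallest leaf total of 6433485, a setting chosen after the data were seen, LF_00h had 1177 DEGs, and with all samples thinned to the smallest total of 1773169 it had 562.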

We expected a small overlap between the set of control DEGs identified either in roots and/or leaves at 0 h versus those DEGs identified from tissues exposed to NaCl stress. Indeed, only 18 transcripts were found in common when overlapping these datasets (Figure S3C.). 

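Of the 210 common genes, 21 were also DEGs at 0 h, all of them in leaves. This number was 48 with the likelihood ratio test, 39 with DESeq2, 5 at an FDR under 0.01 and 4 with thinned counts. It was 20 with the replicate number as a block, and 6 to 14 with each replicate left out in turn.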

We then removed these 18 transcripts from our analysis to eliminate any gene that might be differentially expressed as a result of other stresses than NaCl, yielding a final “cleaned” list of 160 DEGs (Table S21).

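Removing these 21 genes left a cleaned set of 189 DEGs. The set held 234 genes with the likelihood ratio test, 90 at an FDR under 0.01 and 212 with the replicate number as a block. When the log2 fold change at 0 h was subtracted from each comparison, 135 genes were common. Of these, 110 remained after those called at 0 h were removed. Of the 160 genes that the paper lists in Table S21, 132 were DEGs in all 6 comparisons and 125 were in the cleaned set of 189. With the likelihood ratio test, 158 of the 160 passed in all 6. The paper reasons that no salt stress is present at 0 h, removes the genes that differed then as possible responses to other stresses, and takes those that remain as its list of DEGs in both tissues.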

Although many of these 160 DEGs were up/down regulated based on time points and tissue, we found 17 DEGs in the dataset of 160 genes that are induced at all time points (6, 12, 24, and 48 h in roots; and 6 and 24 h in leaves) and 20 DEGs whose transcript levels were downregulated at all time points in all tissues. 

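Of the 189 cleaned DEGs, 18 were upregulated and 20 downregulated in all 6 comparisons, and 151 changed direction between comparisons. At an FDR under 0.01, 6 genes were upregulated and 11 downregulated in all 6. The block fit gave 18 and 25, and with each replicate left out in turn 10 to 14 and 14 to 18. Before the genes called at 0 h were removed, the mean log2 fold change of the 210 common genes was negative in leaves and positive in roots for 129, and positive in leaves and negative in roots for 32. It was positive in both tissues for 22 genes and negative in both for 27. Down in both leaf and up in all 4 root comparisons were 126 genes, and 31 were the reverse.

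**Figure D2:**
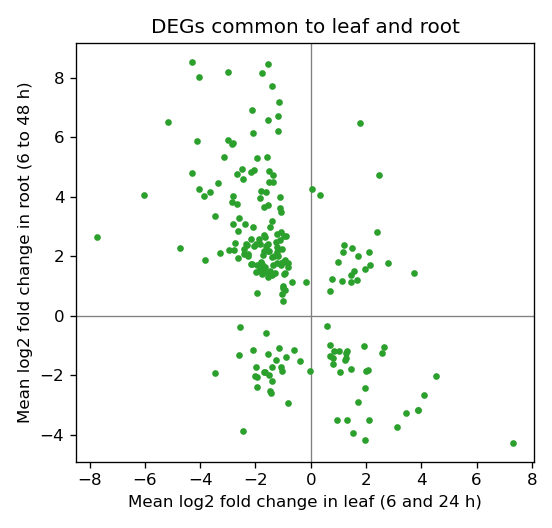
Mean log2 fold change in roots over 6, 12, 24 and 48 h (vertical axis) against the mean log2 fold change in leaves over 6 and 24 h (horizontal axis) for the 210 common DEGs, 1 point per gene. Most points lie in the upper left part, with 129 genes lower in leaves and higher in roots under salt stress, and 32 lie in the lower right part.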

The expression profile of these up (17) and down (20) regulated DEGs is represented in a heatmap (Figure 3) and the top 10 most up- and downregulated from the 160 DEGs are shown in Table 2.

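Among the 18 genes upregulated in all 6 comparisons, the U-box domain-containing protein 19 gene (Peaxi162Scf00017g00272) had the largest mean log2 fold change, 4.92, with values from 1.57 to 9.41 and a largest FDR of 0.024 from edgeR's quasi-likelihood test. Its calls in leaves were lost with thinned counts, where the log2 fold change was 0.82 in LF_06h and 1.42 in LF_24h. The EID1-like F-box protein 3 gene (Peaxi162Scf00783g00313) had a mean of 3.99 (2.17 to 6.34, largest FDR 0.017). Neither of these genes had counts in the 3 control replicates of RT_48h, so their highest values, 9.41 (standard error 1.39) and 6.34 (standard error 1.98), and the means rest partly on zero counts. The dehydration-responsive element-binding protein 2A gene (Peaxi162Scf00284g00033) had a mean of 2.68 (2.00 to 3.27, largest FDR 0.0056). Among the 20 downregulated genes, xyloglucan endotransglucosylase/hydrolase 15 (Peaxi162Scf00286g01034) had the lowest mean, -3.39, with values from -4.82 to -2.08 and a largest FDR of 4.4e-04. A 3-oxo-5-alpha-steroid 4-dehydrogenase family gene (Peaxi162Scf00330g00031) had a mean of -2.24 (-2.77 to -1.76) and a gene annotated as a DNA binding protein (Peaxi162Scf00845g00116) had -2.23 (-3.55 to -0.77). The last lost its call in LF_06h without control replicate 2 or salt replicate 1 and in LF_24h without control replicate 2, salt replicate 2 or salt replicate 3. In single fits that left out one replicate, the U-box gene lost LF_06h in 3 of 6 and LF_24h in 3 of 6, and the EID1-like gene lost RT_48h in 2 of 6. With the difference at 0 h subtracted, the U-box gene lost both leaf calls and the EID1-like gene lost LF_24h and RT_48h.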

### 3.5. Petunia Trehalose-6-Phosphate Synthase 1 Gene, a Candidate Gene to Enhance Salt Tolerance in Solanaceae Plants

Using this approach, we were able to select a suite of potential salt gene regulators. 

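PhTPS1 (Peaxi162Scf00457g00215) had 93.6 ± 8.55 CPM (SD, n = 3) in salt-stressed leaves at 6 h and 37.0 ± 3.61 CPM in control leaves, a log2 fold change of 1.34 (standard error 0.36, FDR 0.0045 from edgeR's quasi-likelihood test), which was 1.41 and no longer a DEG with the difference at 0 h subtracted. At 24 h the leaves had 38.1 ± 8.29 and 14.4 ± 7.99 CPM (SD, n = 3), a log2 fold change of 1.40 (standard error 0.37, FDR 0.0031 from edgeR). In roots at 6 h there were 469 ± 37.9 CPM under salt stress and 269 ± 64.4 CPM in the control (SD, n = 3). The log2 fold change there was 0.80 (standard error 0.35) and did not pass the threshold, with an FDR of 0.12 from the quasi-likelihood test and 0.1 from the likelihood ratio test in edgeR. It passed only when the samples of RT_06h were fitted alone. The unadjusted p was 0.027 in the quasi-likelihood test, and the log2 fold change stayed between 0.62 and 0.96 with each replicate left out in turn. The salt replicates had 494, 425 and 487 CPM and the control replicates 285, 324 and 198 CPM. A rise at 6 h in roots is thus not excluded. At 12 h the roots had 517 ± 109 against 153 ± 31.3 CPM (SD, n = 3), or 3.38-fold (FDR 2.0e-04 from edgeR). At 24 h they had 586 ± 141 against 109 ± 32.5 CPM (SD, n = 3), or 5.39-fold (FDR 8.3e-07 from edgeR), and at 48 h means of 401 against 149 CPM (n = 3), or 2.70-fold (log2 fold change 1.43, standard error 0.36, FDR 0.0025 from edgeR). The mean under salt stress was highest in roots at 24 h, but it differed from those at 6, 12 and 48 h by 0.32, 0.18 and 0.55 on the log2 scale, all within the spread of the replicates (FDR 0.49, 0.76 and 0.42 from edgeR). The effect of salt was larger at 24 h than at 6 h by 1.63 on the log2 scale (standard error 0.49, FDR 0.015 from edgeR). It was not distinguishable from the effects at 12 h (0.67, FDR 0.39) and 48 h (1.00, FDR 0.17). At 0 h the log2 fold change was -0.07 in leaves and -0.47 in roots (FDR 0.99 and 0.54 from edgeR).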

From the list of the 17 upregulated DEGs (Figure 3 and Table 2), the petunia trehalose-6-phosphate synthase (*PhTPS1*) gene increased its expression across all the time points, with maximum expression values in roots at 24 h of salt stress (Figure 4).

Trehalose sugar, widely present in bacteria, yeast and some plants, prevents physical and chemical instability in proteins that occurs upon desiccation when exposed to high concentration of salt [46]. In the first step of the trehalose biosynthesis pathway, the trehalose-6-phosphate synthase gene (*TPS*) form α,α-trehalose 6-phosphate (T6P) intermediate sugar which is then converted to trehalose by a trehalose-phosphatase gene (*TPP*) [47]. It has also been hypothesized the T6P as a sugar signaling molecule whose synthesis and degradation is regulated for coordinated pathways in response to prevailing carbon supply [48].

Inactivation of the *S. cerevisiae* TPS gene (*ScTPS1*) causes a growth defect when grown in the presence of glucose in the medium associated with deregulation of the initial part of glycolysis. Because glycolysis is essential in all eukaryote organisms [49], we next verified if the *PhTPS1* was a functional gene capable of complementing the trehalose biosynthesis in yeast.

### 3.6. The Petunia Trehalose-6-Phosphate Synthase 1 Gene Rescue Mutant Yeast Phenotype

We cloned the novel *PhTPS1* allele and performed a phylogenic analysis based on amino acid sequences. The predicted amino acid sequence from the petunia cDNA confirms that the *PhTPS1* protein is most closely related to the Solanaceae family, as shown in the phylogenetic tree (Figure S4).

We next performed a functionality assay with the *PhTPS1* to assess if the plant allele could directly rescue yeast mutant phenotypes. We truncated the first 80 aa towards the 5′-end of the *PhTPS1* to increase its catalytic activity, as it has been previously shown for bacterial genes (see Materials and Methods section). We used four different yeast strains; two single knockout mutants (“*tps1*⊗” and “*tpp*⊗”), a double knockout “*tps1*⊗*tpp*⊗” and a wild type yeast strain (see genotypes in Material and Methods section). We reasoned that the *TPS1* gene would rescue the lethal phenotype from the *tps1*⊗.

Yeast transformations were performed with the truncated petunia *TPS1* allele in the pDB20 yeast expression vector and the vector alone (as control) via yeast homologous recombination. Transformants were selected by plating on Min^+^ their respective amino acids minus Ura^+^ media to select for those that became prototrophic (^+^) for the ability to synthesize Ura^+^ marker (Material and Methods section). All four strains transformed with empty vector and the *PhTPS1* gene grew on galactose sugar when provided as carbon source, as expected (Figure 5A). However, when the carbon source was changed to glucose, neither the *tps1*⊗ single mutant nor the *tps1*⊗*tps2*⊗ that were transformed with the empty vector were able to grow. Conversely, the *tps1*⊗ and *tps1*⊗*tps2*⊗ complemented with the petunia *TPS1* gene was able to grow in glucose, showing that *PhTPS1* is a functional gene capable of restoring the influx of glucose into glycolysis. Empty vector and vector plus gene did not have a growth effect in the wild type W303-1A and *tps2*⊗ yeast background, as shown in Figure 5B.

Interestingly, the rate-limiting step in the trehalose biosynthesis appears to be the *TPS1* gene, as the double knockout vector plus *TPS* gene was able to grow in glucose. This in turn, suggests that the T6P intermediate can be dephosphorylated by nonspecific phosphatases. We believe that future research should aim to preform analysis in transgenic plants overexpressing the *PhTPS1,* as plants will most likely enhance their tolerance salt stress. In summary, this analysis reveals a suite of thousands of genes that are differentially expressed in *P. hybrida* in roots and leaves upon perceiving and responding to salt stress. For example, calcium-dependent protein kinases expression increased significantly upon acute salt stress, indicating that calcium plays an important role in early steps of the transduction pathway of salt stress signaling. 

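Of 21 genes annotated as calcium-dependent protein kinases in the supplementary tables, 5 were up- and 2 downregulated in LF_06h, and 7 were up- and 1 downregulated in LF_24h. In roots 4 were DEGs in RT_06h, all upregulated, and in RT_12h 4 were up- and 1 downregulated. In RT_24h 11 were up- and 6 downregulated, and in RT_48h 6 were up- and 1 downregulated. With DESeq2 1 of the genes was downregulated in RT_06h and 2 in RT_12h, and with thinned counts the downregulated gene in RT_12h was not called. In LF_00h 5 were already upregulated. The smallest FDRs were in RT_24h, for calcium-dependent protein kinase 33 (Peaxi162Scf00135g00056; log2 fold change 2.89, standard error 0.32, FDR 2.2e-09 from edgeR's quasi-likelihood test). Next came calcium-dependent protein kinase 1 (Peaxi162Scf00009g00521) at 1.72 (FDR 4.9e-09) and calcium-dependent protein kinase 6 (Peaxi162Scf00102g01646) at 2.11 (FDR 6.3e-09).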

Expression of genes such as the root specific *PIP5K* appear to provide a quick way to relay stress signals leading to downstream gene expression to mitigate salt damage. Master regulators such as MYB transcription factors also play a key role in salinity tolerance, as suggested in this work. Different MYB members mediate signal transduction and regulate some stress-responsive genes involved in NaCl stress coping mechanism. Importantly, the *TPS1* gene, widely described in the literature for its involvement in abiotic stress tolerance in other species, was differentially expressed at all time points in all tissue and, upon functional assay we showed is a functional gene capable of rescuing mutant yeast phenotype. Although we focused on a subset of genes, it is important to note that other DEGs identified in this work should not be discounted as potential salt stress regulators. Other approaches in the near future may lead to the discovery of other putative enhancer of salt stress.

## Figures and Tables

**Figure 1:**
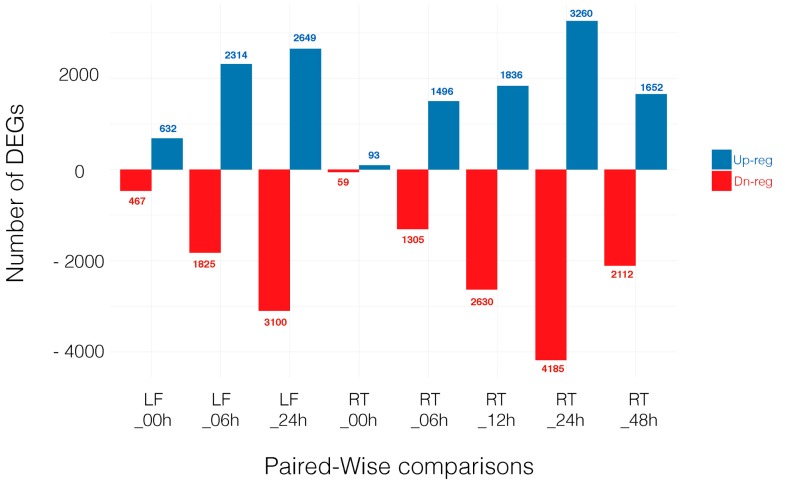
Number of differentially expressed genes (DEGs) that are upregulated (Up-reg) and downregulated (Dn-reg) in each time point comparison. LF: Leaf; RT: Root.

**Figure 2:**
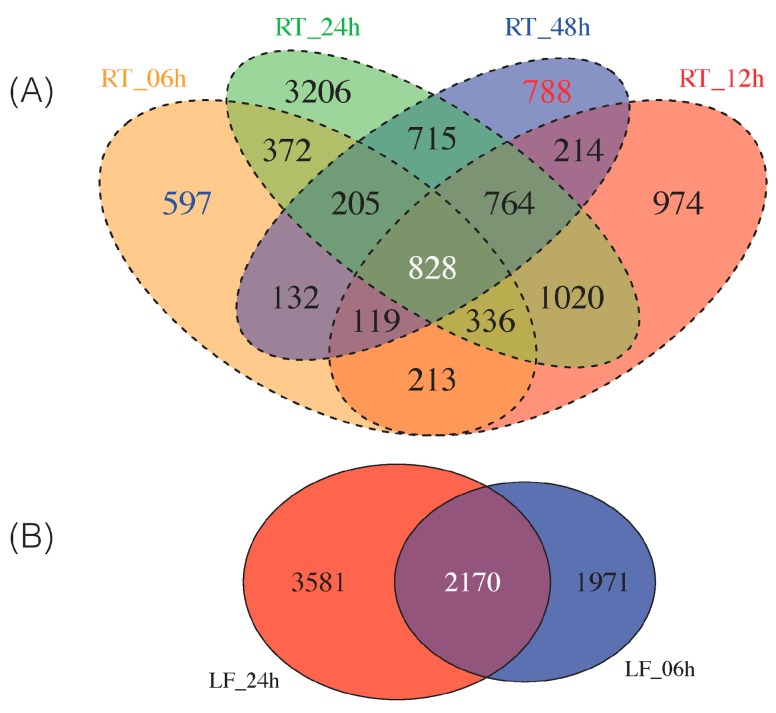
Commonly identified DEGs by Cufflinks and edgeR in all samples at all time points (FDR (false discovery rate) < 0.05). (**A**) Four-way Venn diagram of all the DEGs identified from roots at time points 0, 6, 12, 24, 48 h. Early (6 h) expressed genes are highlighted in blue and late (48 h) expressed genes are highlighted in red; (**B**) Two-way Venn diagram of all DEGs from leaves at time points 0, 6 and 24 h.

**Figure 3:**
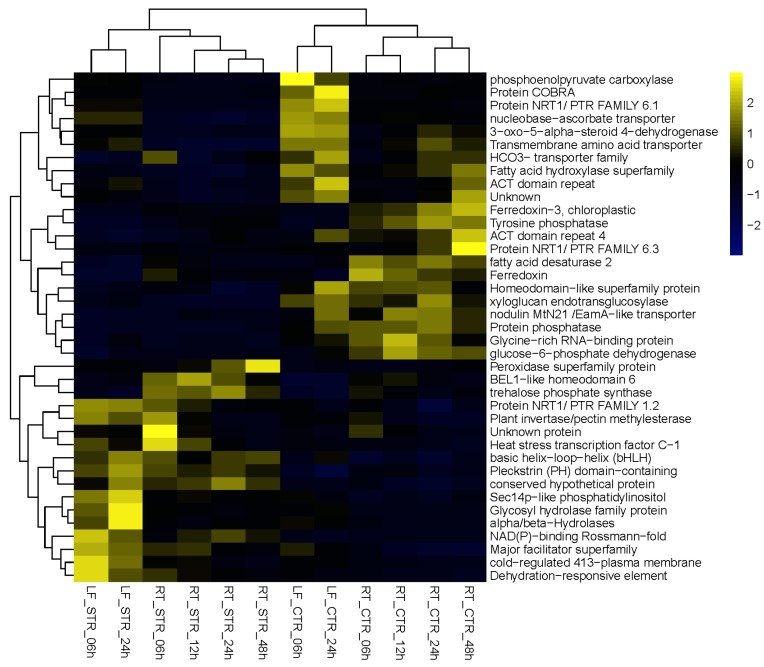
Heatmap representation of the expression profiles of the 17 up- and 22 downregulated DEGs from the 160 DEGs.

**Figure 4:**
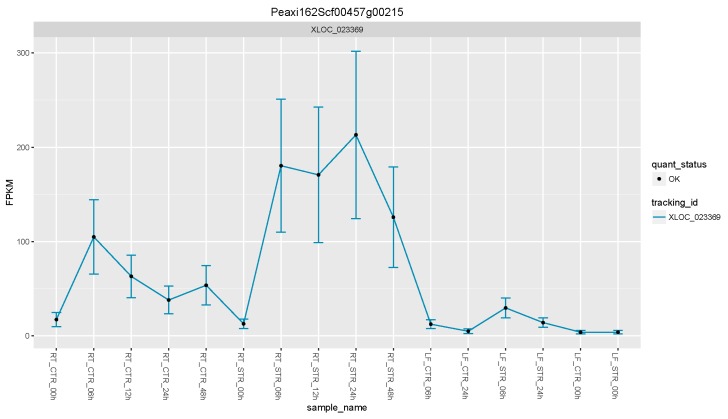
Expression levels of the *PhTPS1* gene across all time point and tissues. FPKM: Fragments per kilobase of exon per million fragments mapped.

**Figure 5:**
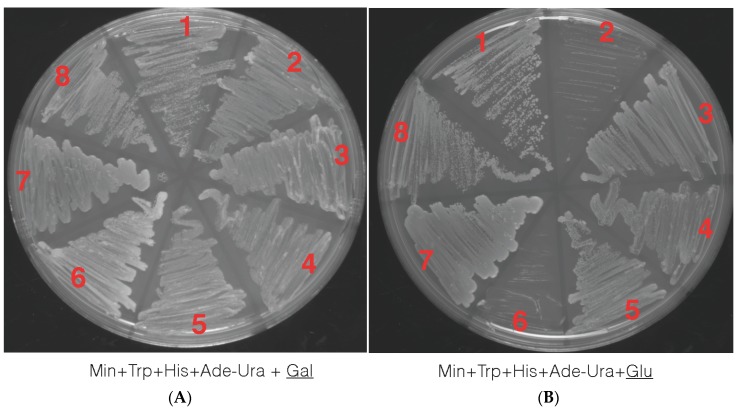
Yeast complementation studies with a carbon source of galactose (Gal, 5.A) and glucose (Glu, 5.B.) In both **A** and **B**, four different strains were transformed with empty vector (EV) or vector plus *PhTPS1* gene (V + G) and streaked onto Yeast Extract Peptone Dextrose (YPD) media to assess the ⊗*PhTPS*1 functionality. 1. YSH290 (*tps1*⊗) V + G. 2. YSH290 (*tps1*⊗) EV. 3. YSH450 (*tps2*⊗) V + G. 4 YSH450 (*tps2*⊗) EV. 5. YSH652 double knockout (*tps1*⊗*tps2*⊗) V + G. 6. YSH652 double knockout (*tps1*⊗*tps2*⊗) EV. 7. Wild type W303-1A V + G. 8. Wild type W303-1A EV. Only YSH290 (*tps1*⊗) V + G and YSH652 double knockout (*tps1*⊗*tps2*⊗) V + G were able to grow in glucose when looking at the *TPS1* allele showing that *PhTPS1* it is capable of restoring *TPS1* function in a mutant yeast. Empty vector alone failed to rescue function and YSH290 (*tps1*⊗) EV and YSH652 double knockout (*tps1*⊗*tps2*⊗) EV cells were not able to grow in glucose.

**Table 1:** Early (6 h) and late (48 h) significantly (FDR < 0.05) expressed genes in petunia roots identified by edgeR and Cufflinks.

	**Gene Short Name**	**Annotation**	**Cufflinks**					**edgeR**				**Arabidopsis Homolog**	**^3^IPR**	**^4^GO**
			**RT_CTR_06h**	**RT_STR_06h**	**Fold Change**	***p*-Value**	***p*-Value**	**Fold Change**	**^1^LR**	***p*-Value**	**^2^FDR**			
6h-Up Reg	*Peaxi162Scf00500g00067*	Late embryogenesis abundant protein, putative	0.23	10.82	46.54	2.60E-03	6.61E-03	84.23	62.39	2.82E-15	2.11E-13	AT3G53040.1	IPR004238	
6h-Up Reg	*Peaxi162Scf00845g00031*	Zinc finger CCCH domain-containing protein 2	0.36	8.43	23.11	2.20E-02	4.21E-02	122.75	114.94	8.09E-27	3.64E-24	sp|Q9ZWA1|C3H2_ARATH	IPR000571	GO:0046872
6h-Up Reg	*Peaxi162Scf00921g00256*	Protein NRT1/PTR FAMILY 6.4	0.29	6.13	20.91	7.90E-03	1.74E-02	107.55	43.79	3.66E-11	1.25E-09	sp|Q9LVE0|PTR33_ARATH	IPR000109,IPR016196	GO:0016020,GO:0006810,GO:0005215
6h-Up Reg	*Peaxi162Scf00366g00816*	Mannan endo-1,4-β-mannosidase 7	1.52	14.22	9.38	4.50E-04	1.39E-03	4.17	20.00	7.73E-06	7.88E-05	sp|Q9FJZ3|MAN7_ARATH	IPR017853	GO:0004553,GO:0005975,GO:0003824
6h-Up Reg	*Peaxi162Scf00166g00824*	Cyclic nucleotide-gated channel 14	0.40	3.68	9.31	4.00E-03	9.62E-03	5.88	22.42	2.19E-06	2.61E-05	AT2G24610.1	IPR014710	
6h-Up Reg	*Peaxi162Scf00002g00037*	Myb domain protein 42	0.73	6.32	8.65	2.24E-02	4.28E-02	6.34	21.16	4.23E-06	4.65E-05	AT4G12350.1	IPR009057	GO:0003677,GO:0003682
6h-Up Reg	*Peaxi162Scf00104g00017*	ERD (early-responsive to dehydration stress) family protein	1.23	9.87	8.00	5.00E-05	1.85E-04	89.09	48.40	3.48E-12	1.44E-10	AT4G02900.1	IPR027815,IPR003864	GO:0016020
6h-Up Reg	*Peaxi162Scf00171g00525*	glutamate decarboxylase	0.35	2.74	7.89	2.29E-02	4.37E-02	19.10	31.81	1.70E-08	3.48E-07	AT5G17330.1	IPR015424,IPR002129	GO:0019752,GO:0016831,GO:0006536,GO:0004351,GO:0003824,GO:0030170
6h-Up Reg	*Peaxi162Scf00102g00178*	Unknown protein	12.73	95.62	7.51	5.00E-05	1.85E-04	3.01	12.15	4.91E-04	2.81E-03			
6h-Up Reg	*Peaxi162Scf00101g00031*	Protein of unknown function, DUF584	2.50	14.97	5.98	3.50E-03	8.56E-03	7.44	25.98	3.45E-07	5.26E-06	AT5G60680.1	IPR007608	
6h-Dn Reg	*Peaxi162Scf00332g10028*	Plant protein of unknown function (DUF247)	3.54	0.33	10.60	8.00E-03	1.76E-02	92.06	53.75	2.27E-13	1.19E-11	AT3G02645.1	IPR004158	
6h-Dn Reg	*Peaxi162Scf00551g00011*	ZCF37, putative [Theobroma cacao]	6.97	0.69	10.17	1.13E-02	2.36E-02	19.27	13.25	2.72E-04	1.70E-03	ref|XP_007029922.1|		
6h-Dn Reg	*Peaxi162Scf00030g00127*	EXORDIUM like 2	4.80	0.49	9.88	3.95E-03	9.52E-03	7.93	15.93	6.58E-05	5.07E-04	AT5G64260.1	IPR006766	
6h-Dn Reg	*Peaxi162Scf00380g00817*	basic helix-loop-helix (bHLH) DNA-binding superfamily protein	4.34	0.56	7.78	9.25E-03	1.99E-02	7.82	9.98	1.58E-03	7.44E-03	AT4G37850.1	IPR011598	GO:0046983
6h-Dn Reg	*Peaxi162Scf00074g00355*	R2R3-MYB transcription factor [Prunus avium]	6.33	0.82	7.71	2.25E-02	4.30E-02	14.13	15.54	8.06E-05	6.02E-04	gb|ADY15314.1|	IPR009057	GO:0003677,GO:0003682
6h-Dn Reg	*Peaxi162Scf01372g00039*	Protein of unknown function (DUF1442)	3.53	0.49	7.24	6.55E-03	1.48E-02	18.97	13.35	2.58E-04	1.63E-03	AT5G62280.1	IPR009902	
6h-Dn Reg	*Peaxi162Scf00980g00018*	Basic helix-loop-helix (bHLH) DNA-binding superfamily protein	2.94	0.67	4.40	2.28E-02	4.35E-02	3.50	15.69	7.45E-05	5.63E-04	AT5G48560.1	IPR011598	GO:0046983
6h-Dn Reg	*Peaxi162Scf00058g00179*	Unknown protein	5.74	1.37	4.19	2.68E-02	5.00E-02	3.70	14.11	1.73E-04	1.15E-03			
6h-Dn Reg	*Peaxi162Scf00258g00114*	Unknown protein	16.26	4.63	3.51	1.80E-03	4.79E-03	2.56	10.35	1.30E-03	6.30E-03			
6h-Dn Reg	*Peaxi162Scf00616g00625*	BTB/POZ domain-containing protein	2.64	0.85	3.10	2.21E-02	4.23E-02	2.77	13.73	2.11E-04	1.37E-03	AT5G60050.1	IPR011333	
	**Gene Short Name**	**Annotation**	**Cufflinks**					**edgeR**				***Arabidopsis* Homolog**	**IPR**	**GO**
			**RT_CTR_48h**	**RT_STR_48h**	**Fold Change**	***p*-Value**	***p*-Value**	**Fold Change**	**LR**	***p*-Value**	**FDR**			
48h-Up Reg	*Peaxi162Scf00672g00810*	GDSL esterase/lipase	3.56	63.04	17.70	5.00E-05	1.85E-04	20.26	63.67	1.47E-15	1.16E-13	sp|Q9FHW9|GDL90_ARATH	IPR001087	GO:0016787,GO:0016788,GO:0006629
48h-Up Reg	*Peaxi162Scf00106g01710*	Cytochrome P450, family 96, subfamily A, polypeptide 10	0.29	4.71	16.00	2.65E-02	4.94E-02	64.53	34.40	4.48E-09	1.21E-07	AT4G39490.1	IPR001128	GO:0020037,GO:0016705,GO:0005506,GO:0055114
48h-Up Reg	*Peaxi162Scf00516g00330*	Palmitoyl-acyl carrier protein thioesterase, chloroplastic	0.37	5.59	15.22	2.65E-02	4.95E-02	17.64	23.08	1.55E-06	2.43E-05	sp|Q9SJE2|FATB_ARATH	IPR002864	GO:0016790,GO:0006633
48h-Up Reg	*Peaxi162Scf00069g01724*	Protein phosphatase 2C family protein	1.42	20.73	14.58	5.00E-05	1.85E-04	18.73	61.31	4.87E-15	3.56E-13	AT3G15260.1	IPR001932,IPR015655	GO:0003824
48h-Up Reg	*Peaxi162Scf00059g01920*	CASP-like protein	10.01	139.24	13.91	5.00E-05	1.85E-04	16.09	59.37	1.30E-14	8.92E-13	sp|A7PJ32|CSPL2_VITVI	IPR006702	
48h-Up Reg	*Peaxi162Scf00037g00185*	Unknown protein	0.91	12.48	13.72	2.50E-04	8.18E-04	18.31	29.13	6.77E-08	1.42E-06			
48h-Up Reg	*Peaxi162Scf00074g01735*	WRKY DNA-binding protein 24	1.39	19.09	13.71	5.85E-03	1.34E-02	13.10	19.77	8.76E-06	1.12E-04	AT5G41570.1	IPR003657	GO:0006355,GO:0043565,GO:0003700
48h-Up Reg	*Peaxi162Scf01058g00011*	Cytochrome P450, family 86, subfamily A, polypeptide 1	5.21	60.55	11.62	5.00E-05	1.85E-04	14.35	25.94	3.52E-07	6.36E-06	AT5G58860.1	IPR001128	GO:0020037,GO:0016705,GO:0005506,GO:0055114
48h-Up Reg	*Peaxi162Scf00083g01919*	Aldehyde dehydrogenase family 3 member F1	0.44	4.92	11.07	1.90E-03	5.02E-03	5.87	6.71	9.61E-03	4.03E-02	sp|Q70E96|AL3F1_ARATH	IPR016161,IPR012394	GO:0016620,GO:0006081,GO:0008152,GO:0055114,GO:0016491,GO:0004030
48h-Up Reg	*Peaxi162Scf00901g00418*	Metal ion binding protein, putative [*Ricinus communis*]	0.66	6.95	10.56	2.64E-02	4.92E-02	112.76	17.10	3.54E-05	3.81E-04	ref|XP_002526528.1|	IPR006121	GO:0046872,GO:0030001
48h-Dn Reg	*Peaxi162Scf00047g02040*	FASCICLIN-like arabinogalactan 2	45.62	0.62	73.43	1.65E-03	4.43E-03	160.00	85.31	2.56E-20	4.49E-18	AT4G12730.1	IPR008700,IPR000782	
48h-Dn Reg	*Peaxi162Scf00559g00019*	2-Oxoglutarate (2OG) and Fe^II^-dependent oxygenase superfamily	61.64	1.00	61.82	5.00E-05	1.85E-04	86.97	75.19	4.27E-18	5.00E-16	AT3G12900.1	IPR002283,IPR027443,IPR026992	GO:0016706,GO:0005506,GO:0055114,GO:0016491
48h-Dn Reg	*Peaxi162Scf72209g00001*	Unknown protein	13.41	0.41	33.04	2.52E-02	4.73E-02	63.68	28.31	1.03E-07	2.09E-06			
48h-Dn Reg	*Peaxi162Scf00195g01222*	Unknown protein	110.22	3.73	29.57	6.50E-03	1.47E-02	237.25	25.02	5.69E-07	9.79E-06			
48h-Dn Reg	*Peaxi162Scf01049g00041*	Unknown protein	5.14	0.23	22.65	1.01E-02	2.14E-02	73.82	32.17	1.41E-08	3.47E-07			
48h-Dn Reg	*Peaxi162Scf00117g00052*	UDP-glycosyltransferase superfamily protein	4.60	0.21	22.09	2.65E-03	6.71E-03	25.50	26.80	2.26E-07	4.21E-06	AT4G15480.1	IPR002213	GO:0008152,GO:0016758
48h-Dn Reg	*Peaxi162Scf00206g00311*	Expansin B3	17.99	0.89	20.20	5.00E-04	1.53E-03	17.81	38.66	5.05E-10	1.63E-08	AT4G28250.1	IPR007118	GO:0019953,GO:0005576
48h-Dn Reg	*Peaxi162Scf00665g00142*	Xyloglucan endotransglucosylase/hydrolase 26	14.12	0.81	17.39	1.05E-03	2.97E-03	25.99	11.02	9.03E-04	6.04E-03	AT4G28850.1	IPR016455,IPR008264,IPR008985	GO:0048046,GO:0016762,GO:0004553,GO:0005618,GO:0006073,GO:0005975
48h-Dn Reg	*Peaxi162Scf00025g00283*	Transducin/WD40 repeat-like superfamily protein	4.57	0.26	17.30	2.65E-03	6.71E-03	25.81	44.36	2.73E-11	1.11E-09	AT5G23730.1	IPR015943	GO:0005515
48h-Dn Reg	*Peaxi162Scf00326g00712*	Peroxidase superfamily protein	25.15	1.52	16.59	5.00E-05	1.85E-04	17.04	18.30	1.89E-05	2.20E-04	AT1G30870.1	IPR010255	GO:0006979,GO:0020037,GO:0004601,GO:0055114

**^1^**LR = likelihood ratio; ^2^FDR = false discovery rate; ^3^IPR = InterPro protein identifier; ^4^GO = gene ontology terms molecular function.

**Table 2:** Top 17 up- and downregulated, and 20 downregulated DEGs.

Annotation	Leaf 6 h				Leaf 24 h				Root 6 h				Root 12 h				Root 24 h				Root 48 h			
	Cufflinks		edgeR		Cufflinks		edgeR		Cufflinks		edgeR		Cufflinks		edgeR		Cufflinks		edgeR		Cufflinks		edgeR	
	FC	*q*-Value	FC	FDR	FC	*q*-Value	FC	FDR	FC	*q*-Value	FC	FDR	FC	*q*-Value	FC	FDR	FC	*q*-Value	FC	FDR	FC	*q*-Value	FC	FDR
BEL1-like homeodomain 6	1.7	3.80E-03	1.6	3.31E-03	1.7	4.27E-03	1.6	7.24E-03	1.5	1.75E-02	1.8	3.07E-04	1.7	2.72E-03	1.8	3.07E-04	1.8	3.54E-04	1.8	2.08E-04	1.7	4.08E-03	2.0	9.05E-05
Cold-regulated 413-plasma membrane 2	5.3	1.75E-04	5.4	2.83E-11	4.0	1.75E-04	3.6	6.01E-07	2.8	1.85E-04	4.2	3.05E-08	3.2	1.85E-04	4.2	3.05E-08	1.8	1.25E-03	2.4	4.87E-04	2.7	1.85E-04	3.2	2.29E-05
Basic helix-loop-helix (bHLH) DNA-binding	2.0	1.75E-04	1.8	1.86E-03	1.6	4.50E-03	1.6	1.02E-02	3.2	1.85E-04	1.8	1.21E-03	1.6	1.10E-02	1.8	1.21E-03	3.1	1.85E-04	1.8	7.63E-04	2.2	1.85E-04	2.8	8.79E-07
Protein NRT1/PTR FAMILY 1.2	2.2	1.75E-04	2.2	2.22E-03	3.0	1.75E-04	3.3	3.24E-06	1.7	2.12E-02	2.6	4.27E-04	1.9	6.71E-03	2.6	4.27E-04	3.1	1.25E-03	4.7	4.12E-08	1.6	4.45E-02	2.0	2.30E-02
Pleckstrin (PH) domain-containing protein	3.9	1.75E-04	4.3	1.24E-12	30.9	1.75E-04	40.1	1.12E-56	2.4	1.85E-04	2.5	2.37E-05	1.7	1.94E-03	2.5	2.37E-05	3.1	1.85E-04	3.2	1.50E-08	2.3	1.85E-04	2.8	2.39E-06
Unknown protein	2.2	1.75E-04	2.1	4.16E-05	4.9	1.75E-04	4.9	1.16E-19	2.4	3.54E-04	2.3	5.40E-06	2.0	6.68E-04	2.3	5.40E-06	1.6	9.20E-03	2.0	4.75E-05	2.4	1.85E-04	2.5	2.85E-07
NAD(P)-binding Rossmann-fold	7.4	1.75E-04	7.0	5.98E-16	6.6	1.75E-04	7.0	1.44E-15	2.1	1.85E-04	3.1	5.66E-06	2.7	1.85E-04	3.1	5.66E-06	5.5	1.85E-04	5.7	7.46E-13	3.6	1.85E-04	3.7	3.95E-07
Plant invertase/pectin methylesterase	3.2	1.75E-04	2.9	3.51E-07	2.3	1.75E-04	2.6	6.70E-06	2.1	1.85E-04	1.7	1.41E-02	2.6	1.85E-04	1.7	1.41E-02	2.3	1.85E-04	1.8	7.46E-03	2.5	1.85E-04	3.3	1.11E-06
Dehydration-responsive element-binding	4.6	1.75E-04	4.7	1.89E-04	5.5	1.75E-04	6.1	1.24E-05	3.7	1.85E-04	9.6	8.42E-07	6.9	3.54E-04	9.6	8.42E-07	4.7	1.80E-03	8.5	1.73E-06	5.8	3.47E-03	7.4	1.90E-04
Sec14p-like phosphatidylinositol transfer	2.1	1.75E-04	2.0	1.79E-02	4.5	1.75E-04	4.6	1.46E-08	3.0	1.85E-04	2.3	1.16E-02	2.3	3.54E-04	2.3	1.16E-02	2.8	3.54E-04	4.1	9.30E-06	1.7	1.98E-02	2.3	2.03E-02
Major facilitator superfamily protein	2.0	1.75E-04	2.2	5.73E-04	2.4	1.75E-04	2.5	4.34E-05	2.3	1.85E-04	7.0	1.15E-16	4.7	1.85E-04	7.0	1.15E-16	3.9	1.85E-04	4.4	3.14E-10	6.3	1.85E-04	8.9	3.99E-15
Trehalose phosphate synthase	2.4	1.75E-04	2.5	1.62E-03	2.9	1.75E-04	2.6	9.50E-04	1.7	3.34E-03	3.4	1.70E-05	2.7	1.85E-04	3.4	1.70E-05	5.5	1.85E-04	5.4	9.51E-10	2.3	1.85E-04	2.7	7.49E-04
Glycosyl hydrolase family protein	3.4	1.75E-04	3.6	1.10E-07	4.1	1.75E-04	4.3	8.05E-10	4.1	1.85E-04	2.0	8.91E-03	2.7	1.85E-04	2.0	8.91E-03	2.4	1.85E-04	3.2	2.84E-06	2.4	1.85E-04	2.3	1.67E-03
Heat stress transcription factor C-1	3.4	1.75E-04	3.4	3.91E-08	3.1	1.75E-04	3.0	1.54E-06	8.1	1.85E-04	3.6	2.75E-08	3.8	1.85E-04	3.6	2.75E-08	2.5	1.85E-04	2.7	1.67E-05	3.0	1.85E-04	3.2	5.09E-05
Conserved hypothetical protein	1.5	2.02E-02	1.5	4.44E-02	2.6	1.75E-04	2.4	8.21E-08	1.6	9.73E-03	3.2	3.42E-11	2.4	1.85E-04	3.2	3.42E-11	3.3	1.85E-04	3.5	2.86E-13	2.1	1.85E-04	2.7	1.75E-07
Peroxidase superfamily protein	2.4	1.75E-04	2.3	1.17E-02	2.2	1.75E-04	2.1	2.00E-02	2.5	1.85E-04	4.6	1.38E-06	4.2	1.85E-04	4.6	1.38E-06	6.4	1.85E-04	6.1	5.53E-09	5.7	1.85E-04	5.5	8.27E-08
α/β-Hydrolases	1.8	6.34E-04	1.8	6.61E-03	4.3	1.75E-04	4.3	1.17E-13	2.2	1.85E-04	2.4	5.69E-05	2.1	1.85E-04	2.4	5.69E-05	3.6	1.85E-04	3.9	1.38E-11	2.0	1.85E-04	2.1	7.83E-04
Nucleobase-ascorbate transporter 12	0.6	4.61E-03	0.6	2.37E-02	0.7	1.91E-02	0.6	1.99E-02	0.5	6.18E-03	0.4	7.86E-05	0.4	1.85E-04	0.4	7.86E-05	0.3	1.85E-04	0.3	2.91E-08	0.4	1.85E-04	0.5	2.01E-03
Glycine-rich RNA-binding protein	0.3	1.75E-04	0.4	9.99E-05	0.6	2.61E-03	0.5	6.83E-03	0.2	1.85E-04	0.3	2.24E-09	0.2	1.85E-04	0.3	2.24E-09	0.3	1.85E-04	0.3	1.50E-06	0.4	1.85E-04	0.4	2.59E-05
ACT domain repeat 4	0.6	2.11E-03	0.5	2.64E-03	0.1	1.75E-04	0.0	7.17E-47	0.3	1.85E-04	0.4	2.25E-05	0.4	1.85E-04	0.4	2.25E-05	0.6	1.53E-03	0.7	3.83E-02	0.2	1.85E-04	0.2	7.95E-18
Homeodomain-like superfamily protein	0.4	1.52E-02	0.3	5.53E-04	0.2	3.34E-04	0.3	2.22E-05	0.4	2.03E-02	0.2	1.21E-05	0.4	9.83E-03	0.2	1.21E-05	0.1	4.90E-03	0.2	1.87E-06	0.4	3.56E-02	0.4	2.24E-02
Glucose-6-phosphate dehydrogenase 2	0.6	3.69E-03	0.6	8.22E-03	0.5	1.75E-04	0.5	1.82E-04	0.4	1.85E-04	0.4	5.31E-08	0.3	1.85E-04	0.4	5.31E-08	0.3	1.85E-04	0.4	1.94E-07	0.4	1.85E-04	0.4	1.74E-06
ACT domain repeat 4	0.4	1.75E-04	0.4	1.03E-04	0.4	1.75E-04	0.4	8.36E-04	0.5	6.51E-03	0.3	6.15E-05	0.3	6.68E-04	0.3	6.15E-05	0.4	1.85E-04	0.4	2.38E-03	0.2	1.85E-04	0.2	5.76E-08
Nodulin MtN21/EamA-like transporter	0.5	1.22E-02	0.5	6.71E-03	0.2	1.75E-04	0.2	4.98E-13	0.5	4.43E-03	0.4	7.14E-05	0.3	1.85E-04	0.4	7.14E-05	0.3	1.85E-04	0.4	1.42E-05	0.4	1.85E-04	0.4	1.51E-04
Protein COBRA	0.3	1.75E-04	0.3	9.82E-08	0.2	1.75E-04	0.2	2.49E-14	0.3	8.77E-03	0.3	1.16E-04	0.3	2.84E-03	0.3	1.16E-04	0.3	1.85E-04	0.3	1.21E-05	0.4	1.53E-03	0.4	2.30E-03
Ferredoxin-3, chloroplastic	0.3	4.86E-04	0.3	3.74E-06	0.3	1.98E-03	0.4	1.88E-04	0.5	1.85E-04	0.3	1.15E-07	0.3	1.85E-04	0.3	1.15E-07	0.1	1.85E-04	0.2	3.99E-14	0.1	1.85E-04	0.1	2.68E-18
Fatty acid desaturase 2	0.6	3.34E-04	0.6	1.44E-02	0.3	1.75E-04	0.3	1.32E-07	0.5	1.67E-03	0.5	1.15E-03	0.4	1.85E-04	0.5	1.15E-03	0.2	1.85E-04	0.3	2.39E-10	0.3	1.85E-04	0.3	7.93E-10
Ferredoxin—NADP reductase, root isozyme	0.1	1.75E-04	0.1	1.15E-33	0.5	1.75E-04	0.5	2.43E-03	0.5	1.85E-04	0.4	3.52E-06	0.4	1.85E-04	0.4	3.52E-06	0.3	1.85E-04	0.3	4.63E-10	0.4	1.85E-04	0.5	2.27E-03
Xyloglucan endotransglucosylase/hydrolase	0.1	1.75E-04	0.1	1.18E-07	0.2	1.75E-04	0.2	6.29E-05	0.1	1.85E-04	0.1	1.39E-14	0.0	1.85E-04	0.1	1.39E-14	0.0	1.85E-04	0.0	2.27E-17	0.1	1.85E-04	0.1	7.61E-11
Fatty acid hydroxylase superfamily	0.3	3.34E-04	0.2	2.22E-09	0.3	3.34E-04	0.3	1.58E-08	0.5	1.11E-02	0.3	1.03E-05	0.3	3.54E-04	0.3	1.03E-05	0.1	1.01E-02	0.1	1.23E-16	0.2	2.39E-02	0.2	1.33E-10
3-Oxo-5-α-steroid 4-dehydrogenase	0.3	1.75E-04	0.2	3.37E-09	0.3	1.75E-04	0.3	3.63E-08	0.2	2.29E-02	0.1	3.96E-10	0.1	2.72E-03	0.1	3.96E-10	0.2	1.85E-04	0.1	1.20E-13	0.2	1.85E-04	0.2	3.52E-08
Unknown protein	0.5	3.34E-04	0.5	4.33E-03	0.3	1.75E-04	0.3	1.16E-10	0.5	6.68E-04	0.2	2.42E-12	0.2	1.85E-04	0.2	2.42E-12	0.2	1.85E-04	0.3	1.31E-08	0.1	1.85E-04	0.1	1.03E-22
Phosphoenolpyruvate carboxylase 1	0.2	1.75E-04	0.2	2.31E-11	0.4	1.75E-04	0.4	6.10E-05	0.4	1.85E-04	0.3	5.72E-08	0.3	1.85E-04	0.3	5.72E-08	0.3	1.85E-04	0.3	2.16E-09	0.2	1.85E-04	0.2	2.81E-16
Protein phosphatase 2C family protein	0.3	1.75E-04	0.3	2.83E-09	0.3	1.75E-04	0.2	1.36E-12	0.2	1.85E-04	0.2	2.03E-10	0.2	1.85E-04	0.2	2.03E-10	0.2	1.85E-04	0.2	8.05E-15	0.3	1.85E-04	0.4	9.01E-05
Protein NRT1/PTR FAMILY 6.1	0.4	1.75E-04	0.4	3.99E-04	0.3	1.75E-04	0.3	5.75E-05	0.2	1.94E-03	0.2	1.28E-06	0.2	4.20E-03	0.2	1.28E-06	0.1	2.46E-03	0.1	3.80E-10	0.2	4.20E-03	0.2	8.55E-07
Transmembrane amino acid transporter	0.5	6.34E-04	0.5	5.23E-03	0.6	1.63E-02	0.6	3.48E-02	0.6	2.67E-02	0.4	1.00E-04	0.3	1.85E-04	0.4	1.00E-04	0.1	1.85E-04	0.1	1.16E-18	0.3	1.85E-04	0.3	9.29E-06
Tyrosine phosphatase family protein	0.4	2.33E-02	0.2	2.37E-06	0.2	1.19E-03	0.2	1.27E-08	0.2	1.85E-04	0.5	1.22E-02	0.3	1.85E-04	0.5	1.22E-02	0.3	1.85E-04	0.5	6.36E-03	0.3	1.85E-04	0.4	1.29E-04

## Supplementary Materials

The following are available online at www.mdpi.com/2073-4425/8/8/195/s1. Figure S1: Venn diagrams of the DEGs identified with Cufflinks (blue) and edgeR (orange), Intersection of DEGs (used for downstream analysis) is red-colored with white number; Figure S2: The transcriptomic profiles of the samples exposed to NaCl are more similar, (A) Dendrogram based on hierarchical clustering by Pearson using Reads Per Kilobase of transcript per Million mapped reads (RPKM) expression values from all detected genes in all samples. (B) Dendrogram using Spearman rank correlation using RNA-seq (RPKM) expression values from all detected genes in all samples; Figure S3: Two-way Venn diagrams from differentially expressed genes (DEGs) using Cufflinks and edgeR (FDR < 0.05). (A) Venn diagram showing DEGs identified between the LF_CTR_00h/LF_STR_00h (LF_DEGs_00h) and RT_CTR_00h/RT_STR_00h (RT_DEGs_00h). (B) Intersection of the 828 roots DEGs at all time points the 2170 leaf (LF) DEGs (A). (C) Intersection of A and B; Figure S4: Phylogenic tree (including non-plant organisms) showing the *Petunia Hybrida* cv. ‘Mitchell Diploid’ *TPS1* relative to *TPS1* protein sequences from other species: *Nicotiana tabacum*, *Solanum lycopersicum, Vitis vinifera, Populus trichocarpa, Arabidopsis thaliana, Ricinus communis, Sorghum bicolor, Zea mays, Oryza sativa, Triticum aestivum, Selaginella lepidophylla, Candida albicans, Saccharomyces cerevisiae, Clavispora lusitaniae, Apis mellifera, Drosophila melanogaster, Escherichia coli* and *Ginkgo biloba*; Table S1: Summary of RNA-seq data. LF = Leaf, RT = Roots. CTR = No NaCl, STR = 150 mM NaCl. 00h = 0 h of treatment or control, 06h = 6 h of treatment or control, 12h = 12 h of treatment or control, 24h = 24 h of treatment or control and 48h = 48 h of treatment or control. Three biological replicates are indicated as B1, B2 and B3; Table S2: All expressed protein-coding and non protein-coding genes identified at 0 h (00h) of 150 mM salt stress (STR) and control (CTR) treatments in Petunia leaf. Gene ID, annotation and Fragments Per Kilobase of transcript per Million mapped reads (FPKM) are included; Table S3: All expressed protein-coding and non-protein-coding genes identified at 6 h (06h) of 150 mM salt stress (STR) and control (CTR) treatments in petunia leaf, Gene ID, annotation and Fragments Per Kilobase of transcript per Million mapped reads (FPKM) are included; Table S4: All expressed protein-coding and non-protein-coding genes identified at 24 h (24 h) of 150 mM salt stress (STR) and control (CTR) treatments in petunia leaf, Table S5: All expressed protein-coding and non- protein-coding genes identified at 0 h (00h) of 150 mM salt stress (STR) and control (CTR) treatments in Petunia roots. Gene ID, annotation and Fragments Per Kilobase of transcript per Million mapped reads (FPKM) are included; Table S6: All expressed protein-coding and non-protein-coding genes identified at 6 h (06h) of 150 mM salt stress (STR) and control (CTR) treatments in petunia roots. Gene ID, annotation and Fragments Per Kilobase of transcript per Million mapped reads (FPKM) are included; Table S7: All expressed protein-coding and non-protein-coding genes identified at 12 h (12 h) of 150 mM salt stress (STR) and control (CTR) treatments in petunia roots, Gene ID, annotation and Fragments Per Kilobase of transcript per Million mapped reads (FPKM) are included; Table S8: All expressed protein-coding and non-protein-coding genes identified at 24 h (24 h) of 150 mM salt stress (STR) and control (CTR) treatments in petunia roots. Gene ID, annotation and Fragments Per Kilobase of transcript per Million mapped reads (FPKM) are included; Table S9. All expressed protein-coding and non-protein-coding genes identified at 48 h (48 h) of 150 mM salt stress (STR) and control (CTR) treatments in petunia roots, Gene ID, annotation and Fragments Per Kilobase of transcript per Million mapped reads (FPKM) are included; Table S10: Differentially expressed genes (DEGs) commonly identified by Cufflinks and edgeR between Control (CTR) and Salt (STR) in leaf at 0 h (00h) of treatment. A cutoff of 0.05 was used. LF = leaf, RT = roots; Table S11: Differentially expressed genes (DEGs) commonly identified by Cufflinks and edgeR between control (CTR) and salt (STR) in leaf at 6 h (06h) of treatment. A cutoff of 0.05 was used. LF = leaf, RT = roots; Table S12: Differentially expressed genes (DEGs) commonly identified by Cufflinks and edgeR between Control (CTR) and Salt (STR) in leaf at 24h (24 h) of treatment. A cutoff of 0.05 was used. LF = leaf, RT = roots; Table S13: Differentially expressed genes (DEGs) commonly identified by Cufflinks and edgeR between control (CTR) and salt (STR) in root at 0 h (00h) of treatment. A cutoff of 0.05 was used. LF = leaf, RT = roots; Table S14: Differentially expressed genes (DEGs) commonly identified by Cufflinks and edgeR between control (CTR) and salt (STR) in root at 6 h (06h) of treatment. A cutoff of 0.05 was used. LF = leaf, RT = roots; Table S15: Differentially expressed genes (DEGs) commonly identified by Cufflinks and edgeR between control (CTR) and salt (STR) in root at 12 h (12 h) of treatment. A cutoff of 0.05 was used. LF = leaf, RT = roots; Table S16: Differentially expressed genes (DEGs) commonly identified by Cufflinks and edgeR between control (CTR) and salt (STR) in root at 24 h (24 h) of treatment. A cutoff of 0.05 was used. LF = leaf, RT = roots; Table S17: Differentially expressed genes (DEGs) commonly identified by Cufflinks and edgeR between control (CTR) and salt (STR) in root at 48h (48 h) of treatment. A cutoff of 0.05 was used. LF = leaf, RT = roots; Table S18: All 597 identified DEGs that are expressed as an early (06h) response to salt stress (150 mM) in roots, Table S19: All 788 identified DEGs that are expressed as an early (48 h) response to salt stress (150 mM) in roots, Table S20: Differentially expressed genes (control DEGs) from roots (RT) and leaf (LF) at 0 h (00h) of salt stress, Table S21: All the 160 “cleaned” differentially expressed genes DEGs.

How the deposited data were processed for this re-analysis (not part of the article)

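RNA from leaves and roots of Petunia hybrida cv. 'Mitchell Diploid' grown hydroponically was sequenced at 0, 6 and 24 h (leaves) and 0, 6, 12, 24 and 48 h (roots), with 150 mM NaCl or without added NaCl. There were 16 conditions of 3 biological replicates each, 48 samples in all. Each sample was assigned to its tissue, treatment, time point and replicate number from its labels and the methods of the paper.

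The authors removed adapters and low-quality sequence with Ea-Utils, aligned the reads to the P. axillaris genome with TopHat2, kept reads mapped to a single location and counted them per gene with HTSeq in reverse-stranded mode. They deposited one table of whole-number counts per sample, without normalization, for each gene, with 5 summary lines for reads that were not assigned to a gene. Because only uniquely mapped reads were counted, genes with near-identical copies can be undercounted, and 24.60% of the read pairs were ambiguous between genes and counted for none. The genome sequence and its annotation were not used here. Genes are therefore given by the identifiers of the count tables and by the annotations in the paper's supplementary tables. The larger of these supplementary tables may be covered only in part, so the numbers of genes in annotated families may be incomplete.

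Depth differed between tissues. Leaf samples had 6433485 to 16228323 counts on genes (median 13148106) and root samples 1773169 to 7429636 (median 4035680), so genes with few counts were measured less precisely in roots. TMM factors lay between 0.43 and 0.88 in leaves and between 0.99 and 1.68 in roots.

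The analysis used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and Python 3.11.15 with pandas 2.3.3 and matplotlib 3.10.9. Genes with more than 2 CPM in at least 3 samples were kept, after the methods of the paper, which left 20712 of the 27212 genes with any count. Library sizes were scaled by TMM, dispersions were estimated over all 48 samples with one mean per condition, and contrasts were tested with edgeR's quasi-likelihood F-test (glmQLFit and glmQLFTest) with Benjamini-Hochberg adjustment over the 20712 genes. A DEG is a gene with an FDR under 0.05. CPM values are given with TMM factors as mean ± SD of 3 replicates.

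Salt was compared with control in the 8 comparisons of the paper. Genes in all 4 root comparisons after 0 h, in both leaf comparisons after 0 h, in all 6 of these, and in the 6 without the genes called at 0 h followed the steps of the paper. The difference between the root and the leaf response at 6 and 24 h, differences between time points for PIP5K and PhTPS1, and the change in control samples from 0 to 24 h were contrasts of the same model. The paper also required that Cufflinks call each gene; Cufflinks estimates were not analysed here. The yeast experiments have no counts and were not analysed here.

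Genes are named in the text by a rule. They are the genes that the results of the paper name by identifier and PhTPS1, the first gene of each block of Table 1, the 3 genes with the largest mean change each way among the cleaned DEGs, at most 3 genes of the calcium-dependent protein kinases and of the 60 and 70 kDa chaperones with the smallest FDR, and for an observation at most 3 genes each way with the smallest FDR.

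The alternatives were edgeR's likelihood ratio test, DESeq2's Wald test with its own size factors, DESeq2's size factors within edgeR, no filter on low counts, only the samples of the tissue or of the conditions compared, the replicate number as a block (4508 DEGs in LF_06h, with the pairing taken from the labels), an FDR under 0.01, an absolute log2 fold change of at least 1, the difference at 0 h subtracted, counts thinned to the smallest total of 1773169, leaf samples thinned to the smallest leaf total (chosen after the data were seen), and each control or salt replicate left out in turn. For the correlations between samples, Spearman's rho, CPM without the log scale, a pseudocount of 0.1, and all genes with at least 1 count were tried. CPM was also computed without TMM factors.

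The fit was tested on simulated data drawn from the means and library sizes of the real samples, with 200 genes changed 4-fold. It called 192 of them (96.00%), all in the right direction, with median log2 fold changes of 2.01 and -1.99 for raised and lowered genes, and 12 genes that had not been changed.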

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

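Of the tests in this part, that of library size among leaf samples for the control leaves was chosen only after the result was seen.

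The response to salt differed between root and leaf, tested as the difference between the root and the leaf log2 fold change at the same time point. At 6 h, 4343 genes passed an FDR of 0.05 in edgeR's quasi-likelihood test (2249 with the higher response in root and 2094 with the higher response in leaf), and at 24 h 7347 genes did (3429 and 3918). The median absolute difference of these genes was 2.02 at 6 h and 2.12 at 24 h on the log2 scale. With counts thinned to the smallest total, 2731 genes passed at 6 h and 5045 at 24 h, more than 0.5 of each number. The greater depth of the leaf samples thus does not account for most of each number. These are counts, which do not show whether the genes are the same. DESeq2's size factors gave 4347 and 7344 genes, so the choice between TMM and these factors does not account for the numbers. No fit without such factors was made, so an effect of the scaling itself is not excluded. With the replicate number as a block there were 4467 and 7354 genes. The 6 plant sets can be parted into 3 and 3 in 10 ways. Of the 4 splits that part all same-numbered pairs, 1, the real one, gave as many genes at either time, and the others gave at most 2. With 4 splits the share cannot fall under 0.05, so a fortuitous grouping of the plants cannot be excluded by this count. Whether reads shared between gene copies contribute was not tested. A candidate explanation is that the tissues respond with different genes, which these tests leave open.

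Among the genes the paper names, the bidirectional sugar transporter (Peaxi162Scf01337g00018) changed in opposite ways, up in leaf and down in root at 24 h, with differences of root minus leaf of -3.79 at 6 h (FDR 1.4e-06) and -7.30 at 24 h (FDR 2.4e-11). Under salt stress at 24 h the leaf samples had 184 ± 108 CPM and the root samples 0.842 ± 0.206 CPM (SD, n = 3 each), against 34.2 and 25.2 CPM in the controls. Galactinol synthase (Peaxi162Scf00366g00813) went the opposite ways in leaf and root, with differences of 9.52 at 6 h (FDR 1.8e-14) and 7.29 at 24 h (FDR 3.9e-09). In roots at 6 h it had 11.3 ± 1.18 CPM in the control and 752 ± 235 CPM under salt stress, and at 24 h 9.48 ± 4.44 and 158 ± 19.1 CPM. In leaves at 6 h it had 31.3 ± 5.52 CPM in the control and 2.74 ± 2.24 CPM under salt stress. Leaves at 0 h had 1.09 ± 0.867 CPM in the control group and 0.355 ± 0.349 CPM in the salt group. PIP5K (Peaxi162Scf00258g00045) responded more in root by 3.93 at 6 h and 5.88 at 24 h, and myb domain protein 12 (Peaxi162Scf00147g00136) by 5.03 at 6 h. Cation/H+ antiporter 15 (Peaxi162Scf00284g00220) responded more in root by 6.31 at 24 h (FDR 0.0031), a call that was lost with thinned counts (7.03) and without control replicate 1 (4.43). Its log2 fold change in RT_24h was 3.59. In leaves at 24 h the control replicates had 5, 0 and 2 counts and the salt replicates 1, 0 and 0. The size of its difference between the tissues thus rests partly on counts near zero. The gene named α-glucan water dikinase in the text, Peaxi162Scf00192g00217, had a difference of root minus leaf of -1.78 at 24 h (FDR 1.3e-05). All of these calls held with DESeq2's size factors in edgeR. The adjusted p-values are from edgeR's quasi-likelihood test, and the groups have 3 samples each.

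In roots the effect of salt differed between time points for PIP5K and PhTPS1, the only genes for which this was tested. For PIP5K it was larger at 24 h than at 6 h by 2.16 (FDR 0.0079 from edgeR) and than at 48 h by 2.05 (FDR 0.015 from edgeR). The difference from 48 h was no longer past the threshold with thinned counts (1.59), without control replicate 2 (1.74) or without salt replicate 3 (1.90). For PhTPS1 (Peaxi162Scf00457g00215) the effect at 24 h exceeded that at 6 h by 1.63 (FDR 0.015 from edgeR), and this was lost without control replicate 1 (1.42), salt replicate 1 (1.52) or salt replicate 3 (1.60). PhTPS1 in control roots fell from 269 ± 64.4 CPM at 6 h to 109 ± 32.5 CPM at 24 h (SD, n = 3), while salt-stressed roots had 469 ± 37.9 and 586 ± 141 CPM, so the larger effect at 24 h came mostly with lower control values.

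Control plants changed between 0 h and 24 h, a comparison the paper does not report. In control leaves 4364 genes differed (2014 higher and 2350 lower at 24 h) and in control roots 5478 (3044 higher and 2434 lower). In leaves the named changes with the smallest FDR were a fall of Alpha-glucan phosphorylase 1 (Peaxi162Scf00314g10019, log2 change -3.97, FDR 3.6e-08) and a rise of beta-amylase 1 (Peaxi162Scf00125g01022, 2.14, FDR 5.8e-07). In roots SCARECROW-like 8 (Peaxi162Scf00848g00031) fell by 4.80 and Transcription factor MYC2 (Peaxi162Scf00045g00011) by 3.51 on the log2 scale (FDR 2.2e-11 for both), and beta-galactosidase 3 (Peaxi162Scf00016g00355) rose by 4.21 (FDR 1.4e-10). With counts thinned to the smallest total, 2096 genes passed in leaves, fewer than 0.5 of the number, and 4353 in roots. The smallest total is a root sample, and with leaf samples thinned only to the smallest leaf total, 3624 genes passed in leaves. These are counts, which do not show whether the genes are the same. The control leaves had 11310458 to 14939580 counts at 0 h and 11951466 to 14024202 at 24 h, so their totals overlapped. Their TMM factors did not, with 0.65 to 0.71 at 0 h and 0.43 to 0.51 at 24 h. A difference in total counts thus does not account for the changes, but one in depth after scaling is not excluded. DESeq2's size factors gave 4393 and 5540 genes. With the replicate number as a block there were 4486 and 5509. Without one control replicate the number ran from 1836 to 3804 in leaves and from 2468 to 5900 in roots. In each tissue the 6 control samples come from 3 plant sets sampled at both times. A difference between sets is therefore not an alternative here, and the splits regroup samples by time. The paper describes pools of 3 plants at each time, but also 1 plant of each set per time. On the second description the plants at 0 h and 24 h differ, so a difference between plants is not excluded. Of the 4 splits of the 6 samples that part all same-numbered pairs, 1 gave as many genes, in leaves and in roots, and the largest number among the other splits of these was 2 in leaves and 884 in roots. A share of 1 in 4 cannot fall under 0.05, so this count alone does not tell the changes from a fortuitous grouping of the samples, and a difference between library batches was not tested. The samples were taken at the same time of day 24 h apart, and growth of the plants or their handling at each sampling are candidate explanations that were not tested.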

How the results depend on the processing

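The thinning of leaf samples to the smallest leaf total was added after the data were seen. It left 1177 DEGs in LF_00h and 3624 genes with a control leaf change, both within 1.5 times. The other alternatives given here were chosen before the data were examined. Across the 22 counts of genes, DESeq2's size factors in edgeR left all 22 within 1.5 times the count reported. Without the filter on low counts 21 of the 22 stayed within that range, as did 21 with the replicate number as a block, 19 with DESeq2's Wald test and 18 with the likelihood ratio test. The cause of the changes below was not tested, except that thinning changes depth alone.

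The likelihood ratio test gave 1998 DEGs in LF_00h, 264 in RT_00h, 2231 at 0 h in either tissue and 48 common DEGs also called at 0 h, and DESeq2's Wald test gave 274 in RT_00h, 2125 at 0 h and 39 common DEGs also called at 0 h. Without a filter RT_00h had 35 DEGs and with the replicate block 13. Fitted to the samples compared alone, LF_00h had 2024 DEGs, RT_00h 0 (1523 with an unadjusted p under 0.05), either tissue at 0 h 2024, only RT_06h 804, only RT_48h 545, common DEGs also called at 0 h 33 and the control root change 2396. Fitted to one tissue, LF_00h had 2360, RT_00h 0 (2636 with an unadjusted p under 0.05) and either tissue at 0 h 2360.

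At an FDR under 0.01 there were 509 DEGs in LF_00h and at 0 h in either tissue, 2873 in LF_06h, 0 in RT_00h (3229 with an unadjusted p under 0.05), 1707 in RT_06h, 3960 in RT_12h and 2825 in RT_48h. The set of all 4 root comparisons fell to 603, both leaf comparisons to 1401, common DEGs to 95, those also called at 0 h to 5, the cleaned set to 90, and the genes up or down in all 6 to 6 and 11. The root-leaf difference at 6 h fell to 2706 and the control changes to 2331 in leaf and 3210 in root. With an absolute log2 fold change of at least 1, LF_00h had 769, either tissue at 0 h 772, the common set 131, those also called at 0 h 7, the cleaned set 124, the genes up or down in all 6 10 and 11, and the control leaf change 2860. With the difference at 0 h subtracted, the common set held 135 genes and the cleaned set 110.

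With counts thinned to the smallest total there were 562 DEGs in LF_00h, 2804 in LF_06h, 3911 in LF_24h, 7 in RT_00h, 1353 in both leaf comparisons, 130 common, 568 at 0 h in either tissue, 4 common DEGs also called at 0 h, 12 down in all 6, 2731 with a root-leaf difference at 6 h and 2096 with a control leaf change. RT_06h, RT_12h, RT_24h and RT_48h stayed within 1.5 times (2390, 4921, 8135 and 3853). The cleaned set (126) and the genes up in all 6 (15) did so too. Thinning takes a larger share of the counts from leaf than from root samples, so the larger fall in leaves does not show that depth limits leaves more.

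Across the 6 fits that each left out one replicate, the counts ranged from 503 to 1249 in LF_00h, 3316 to 4100 in LF_06h, 4753 to 6009 in LF_24h, 0 to 364 in RT_00h, 1879 to 2879 in RT_06h, 4496 to 5944 in RT_12h, 8145 to 9529 in RT_24h and 3143 to 4521 in RT_48h. The 0 in RT_00h came without salt replicate 1 (2840 with an unadjusted p under 0.05) and without salt replicate 2 (1215). The sets ranged from 646 to 914 (all 4 root), 377 to 531 (only RT_06h), 624 to 1079 (only RT_48h), 1678 to 2096 (both leaf), 113 to 187 (common), 526 to 1254 (0 h), 6 to 14 (common also called at 0 h), 107 to 173 (cleaned), 10 to 14 (up in all 6) and 14 to 18 (down in all 6). The root-leaf differences ranged from 3161 to 4144 at 6 h and 5900 to 6745 at 24 h. The control changes, refitted without each of 3 control replicates, ranged from 1836 to 3804 in leaf and 2468 to 5900 in root. The number of samples nearest to one of the same treatment was 36 of 36 under every alternative except CPM without the log scale (30 of 36), and 28 to 30 of 30 with one replicate left out.

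Of the log2 fold changes of named genes, 1747 values under the alternatives kept their direction and call, 73 became weaker, 5 stronger and 11 changed sign. The sign changes were in values that had not passed the threshold. PIP5K in LF_06h was -0.70 with the 0 h difference subtracted, -0.36 with thinned counts and -0.19 to 0.64 with one replicate left out, and in LF_24h -0.49 with the 0 h difference subtracted. Inositol polyphosphate 5-phosphatase I in RT_00h was 1.66 with thinned counts. PhTPS1 was 0.12 with thinned counts and -0.32 to 0.13 with one replicate left out in LF_00h, -0.81 to 0.30 with one replicate left out in RT_00h, and -0.12 to 0.39 with one left out for salt roots at 24 h against 12 h. Of the numbers of up- or downregulated genes 204 stayed within 1.5 times and 64 did not, and of the numbers in gene families 547 did and 65 did not. CPM without TMM factors moved 73 of 144 means by more than the replicate SD.

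The alternative that subtracts the 0 h difference gives no value at 0 h, for the root-leaf differences or for the control changes, the fit to one tissue gives none for the root-leaf differences, and leaving out a salt replicate gives none for the control changes.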

Differences from the paper's values

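Of 46 values that the paper states and that were also computed here, 38 did not differ and 8 did. A value was counted as differing only when it lay beyond a tolerance, so the 38 need not be equal to those of the paper. For PIP5K in RT_24h the 84.2-fold induction here is not among the 8, although the paper gives a lower fold. The paper's counts of DEGs required a call by both edgeR and Cufflinks, and Cufflinks was not used here. A count that did not differ thus does not show that the same genes were called. The edgeR values that the paper prints come with a likelihood ratio statistic, while the calls here are from the quasi-likelihood test. Of the 152 genes compared from the paper's RT_00h list, 152 passed the likelihood ratio test here and 3 the quasi-likelihood test. The choice of test thus goes with the gap in RT_00h.

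In RT_00h the paper shows about 93 upregulated DEGs in Fig. 1, read by eye, against 3 here. Of the alternatives set before the data were examined, the number of upregulated DEGs falls within 1.5 times of it with the likelihood ratio test and not with the other 15. It shows about 59 downregulated DEGs in Fig. 1, read by eye, against 1 here, where DESeq2's Wald test (80) falls within 1.5 times and the other 15 do not. In RT_12h it shows about 1800 upregulated DEGs in Fig. 1, read by eye, against 2926 here. Here 12 of the 17 alternatives fall within reach of it: DESeq2's size factors in edgeR (2640), the fits to the samples compared (2611) or to roots (2555), an FDR under 0.01 (1872), an absolute log2 fold change of at least 1 (1892), the 0 h difference subtracted (2151), thinned counts (2223), and the fits without control replicate 1 (2176), control replicate 2 (2306), salt replicate 1 (2340), salt replicate 2 (2535) or salt replicate 3 (2148). The likelihood ratio test (3238), DESeq2's Wald test (2793), no filter (2731), the replicate block (2978) and the fit without control replicate 3 (2790) do not.

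For PIP5K the paper gives 12-fold at 6 h in roots against 18.8-fold here. DESeq2's Wald test (18.4), DESeq2's size factors in edgeR (18.4) and the fits without control replicate 2 (18), salt replicate 1 (18.5) or salt replicate 2 (18.4) come within the limit, and the other 11 alternatives set before the data were examined do not. At 12 h the paper gives 12-fold against 50.2-fold here, and none of the 16 alternatives set before the data were examined closed the gap. For Peaxi162Scf00192g00217 in leaf at 6 h the paper gives 8-fold against 1.62-fold here, and none of the alternatives set before the data were examined closed it. The sentence of the paper gives its fold values after naming 2 genes. If the 8-fold is read as that of the other, the sugar transporter Peaxi162Scf01337g00018, the log2 fold change here in LF_06h was 3.03, and the value does not differ.

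In Table 1 the paper gives a downward fold change of 92.06 from edgeR for Peaxi162Scf00332g10028 at 6 h in roots against 14.6 here, and none of the alternatives set before the data were examined closed the gap. In Table 2 it gives 3.4 from edgeR for PhTPS1 at 6 h in roots against 1.74 here. With the 0 h difference subtracted it was 2.41, within 1.5 times, and under the other 15 alternatives set before the data were examined it was not. Table 2 prints the same edgeR value, 3.4, for PhTPS1 at 6 h and at 12 h in roots, and the value computed here at 12 h was 3.38. Of the 20 genes at 6 h in Table 1, the edgeR fold changes of 20 were within 2% of RT_12h here and 2 within 2% of RT_06h. Both gaps thus go with 12 h values in the 6 h edgeR columns, and these values argue against a processing setting as their source.

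The paper places the induction of inositol polyphosphate 5-phosphatase I in roots at the last time point alone. Here the gene was a DEG in RT_06h (log2 fold change 2.98), RT_12h (3.87), RT_24h (8.50) and RT_48h (3.62). The paper reports that PhTPS1 rose at every time point and belongs to the genes induced throughout. Here it did not pass the threshold in RT_06h (log2 fold change 0.80, FDR 0.12) and is not among the genes called in all 6 comparisons. The unadjusted p there was 0.027 in edgeR's quasi-likelihood test, so a rise at 6 h in roots is not excluded. The paper puts the maximum of PhTPS1 in roots at 24 h. The mean was highest there (586 CPM), but the difference from 12 h was 0.18 on the log2 scale (FDR 0.76). The paper presents the genes of the first part of Table 1 as those of the 6 h roots, and all 20 were also DEGs in RT_12h here. The text and the legend of Figure 3 give different numbers of downregulated genes, and here there were 20. Table S20, cited for the control DEGs, lists 1130 genes, while the text gives another number, and 1333 were found here.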

Other observations

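The tests of the edgeR values of the 6 h root tables, of the genes listed as specific to 6 h, of the gene named α-glucan water dikinase and of the opposite directions in leaf and root were chosen only after the result was seen.

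The edgeR log2 fold changes in the paper's supplementary tables were set beside likelihood ratio fits of the deposited counts. At most 1997 genes per table were compared, fewer than the DEGs that the paper counts in both leaf comparisons. Larger tables were thus compared only in part. In 14 of the 16 tables, 97.43% to 100.00% of the genes compared were within 0.01 of the comparison that the table names. The exceptions are the root tables for 6 h. In Table S14, 0.75% of 1992 genes were within 0.01 of RT_06h and 99.75% within 0.01 of RT_12h, and in Table S6 0.36% and 97.41%. Of the genes compared, all 681 in both the 6 h and the 12 h tables of DEGs had identical edgeR values. For 12 h and 24 h this held for 0 of 806 genes. In Table 1, the edgeR fold changes of 20 of 20 genes at 6 h were within 2% of RT_12h and 2 of 20 within 2% of RT_06h. A candidate explanation, tested by the 99.75%, is that the edgeR columns of the 6 h root tables hold the 12 h comparison. The call of 6 h specific genes is not explained that way. Of 594 genes in Table S18, 594 passed the likelihood ratio test in RT_06h and 95 in RT_12h. Of the 160 genes in Table S21, 1 did not pass it in RT_06h, which is PhTPS1 (FDR 0.1). No biological explanation was tested.

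The identifier that the text gives for α-glucan water dikinase, Peaxi162Scf00192g00217, is annotated in the supplementary tables as glucan synthase-like 12. The gene so annotated as α-glucan water dikinase, Peaxi162Scf00515g00133, had a log2 fold change of 4.81 at 6 h in leaves, against 0.69 for the identifier in the text and 3.03 for the sugar transporter named in the same sentence. Candidate explanations are that the text names one gene and gives the identifier of another, or that its 8-fold belongs to the transporter. The annotated gene rose 28.1-fold at 6 h in leaves, far from 8-fold, while the transporter's value does not differ from 8-fold. These values argue against the first as the source of the 8-fold. They do not exclude an error in the identifier. No biological explanation was tested.

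Leaves of the salt and control groups differed at 0 h in 1330 genes, while roots differed in 4. The 3 salt-group leaf samples at 0 h had 6761978 to 7800776 counts on genes and the control samples 11310458 to 14939580. The share of read pairs overlapping no gene was 10.86% ± 0.45 (SD, n = 3) and 9.11% ± 0.12 (SD, n = 3). With all leaf samples thinned to the smallest leaf total, 1177 genes were DEGs, so the difference in depth alone does not account for the number. DESeq2's size factors gave 1282. These are counts, which do not show whether the genes are the same. If the salt group had been sampled at another time of day, the 0 h difference should run with or against the change of control leaves between 6 h and 24 h, with a Spearman rho of at least 0.5 in size over the genes called there. It was -0.23, which leaves a smaller shift in sampling time open. If a response to salt had already begun, it should follow LF_06h, and the rho over the genes called there was 0.01. Both are across genes, which are not independent replicates. As depth and the share without a gene part the groups completely, a library batch that coincides with the groups may contribute and cannot be told apart from a difference between the plants. Of the LF_00h DEGs, 325 were also DEGs in LF_06h and 475 in LF_24h.

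Most of the 210 DEGs common to leaf and root went opposite ways in the tissues. In LF_24h and RT_24h, 48 of 210 had the same direction and the other 77.14% the opposite one. In 10000 random pairings of the leaf and root directions, the number with the same direction was 60 or more (median 82), so the hypothesis that leaf and root share the direction was not borne out, and fewer genes shared it than in any pairing. Over both leaf and all 4 root comparisons, 126 genes were down in leaf and up in root and 31 the reverse. With DESeq2's size factors 154 of 205 common DEGs were opposite at 24 h and with thinned counts 99 of 130. Neither the choice between TMM and these factors nor library size thus accounts for the pattern. TMM factors at 24 h were 0.43 to 0.51 in control leaves and 0.57 to 0.78 in salt-stressed leaves. No fit without such factors was made, so an effect of the scaling itself is not excluded. If control leaves had been short of water at 24 h, genes annotated to water deficit should have risen in them from 0 h. Their median log2 change was 0.09, and -0.01 in the salt-group leaves, while 17 of them were called up and 3 down in the control leaves, so a shortage of water is not excluded. These genes had a median log2 fold change of -0.53 in LF_24h (11 up and 37 down) and 1.05 in RT_24h (56 up and 18 down). At 6 h the medians were 0.10 in LF_06h (22 up and 15 down) and 0.65 in RT_06h (39 up and 11 down). Exchanged labels of the control and salt leaves would also turn the directions round. An exchange at 24 h alone should turn LF_24h against LF_06h, but their rho was 0.26, and 12 of 12 leaf samples were nearest to one of the same treatment at the other time. An exchange at both times would leave these values as they are. Over all 20712 genes the Spearman rho of LF_24h and RT_24h was 0.00, which does not settle it, so the pattern cannot be told apart from leaf labels exchanged at both times, nor at 24 h from a shortage of water in the control leaves. A hypothesis is that the tissues respond in opposite directions for these genes.

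The log2 fold changes of LF_06h and LF_24h over 20712 genes had a Spearman rho of 0.26, those of the root comparisons after 0 h 0.38 to 0.57 with one another, and those of leaf with root -0.20 to 0.04. These correlations are across genes, which are not independent replicates.

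Each count of DEGs was recomputed for other splits of the 6 plant sets into 3 and 3. Of the 4 splits that part all same-numbered pairs, 1, the real one, gave a count as large for each of the 8 comparisons, the 4 root and leaf sets and the 6 sets built on the common DEGs or on 0 h. The other splits of that kind gave at most 10 DEGs, in LF_24h. The 6 splits that leave some pairs together gave at most 81 DEGs, in LF_24h, and in RT_00h 3 of them gave as many as the real split. With 4 splits a share under 0.05 cannot be reached, so for each count a fortuitous grouping cannot be excluded in this way.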
